# The role of TGF-β signaling and apoptosis in innate and adaptive immunity in zebrafish: a systems biology approach

**DOI:** 10.1186/s12918-014-0116-0

**Published:** 2014-10-24

**Authors:** Che Lin, Chin-Nan Lin, Yu-Chao Wang, Fang-Yu Liu, Yung-Jen Chuang, Chung-Yu Lan, Wen-Ping Hsieh, Bor-Sen Chen

**Keywords:** *C. albicans*, Zebrafish, Infection, Protein-protein interaction, Dynamic, Modeling, Immune, Adapt immune

## Abstract

**Background:**

The immune system is a key biological system present in vertebrates. Exposure to pathogens elicits various defensive immune mechanisms that protect the host from potential threats and harmful substances derived from pathogens such as parasites, bacteria, and viruses. The complex immune system of humans and many other vertebrates can be divided into two major categories: the innate and the adaptive immune systems. At present, analysis of the complex interactions between the two subsystems that regulate host defense and inflammatory responses remains challenging.

**Results:**

Based on time-course microarray data following primary and secondary infection of zebrafish by *Candida albicans,* we constructed two intracellular protein–protein interaction (PPI) networks for primary and secondary responses of the host. 57 proteins and 341 PPIs were identified for primary infection while 90 proteins and 385 PPIs were identified for secondary infection. There were 20 proteins in common while 37 and 70 proteins specific to primary and secondary infection. By inspecting the hub proteins of each network and comparing significant changes in the number of linkages between the two PPI networks, we identified TGF-β signaling and apoptosis as two of the main functional modules involved in primary and secondary infection.

Smad7, a member of the inhibitor SMADs, was identified to be a key protein in TGF-β signaling involved in secondary infection only. Indeed, the Smad7-dependent feedback system is related to the TGF-β signaling pathway and the immune response, suggesting that Smad7 may be an important regulator of innate and adaptive immune responses in zebrafish. Furthermore, we found that apoptosis was differentially involved in the two infection phases; more specifically, whereas apoptosis was promoted in response to primary infection, it was inhibited during secondary infection.

**Conclusions:**

Our initial *in silico* analyses pave the way for further investigation into the interesting roles played by the TGF-β signaling pathway and apoptosis in innate and adaptive immunity in zebrafish. Such insights could lead to therapeutic advances and improved drug design in the continual battle against infectious diseases.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12918-014-0116-0) contains supplementary material, which is available to authorized users.

## Background

Immunity is the natural capability of the body to resist and defend against invasion by pathogenic microbes. In vertebrates, the immune system can generally be divided into two main categories: the innate immune system and the adaptive immune system [1]. The former is responsible for nonspecific immune responses and serves as the front line for rapid defense against foreign invading pathogens [2]. In contrast to the innate immune system, the adaptive immune system is composed of highly specialized systemic cells and defensive processes that are capable of preventing, or at least restricting, specific pathogen invasion. The most significant difference between the innate and adaptive response is that adaptive immunity results in the formation of immunological memory after an initial response to a specific pathogen, leading to an enhanced immune response upon subsequent exposure to the same pathogen.

The zebrafish (*Danio rerio*) has become a powerful model organism for biomedical research in recent years because if its high reproductive rate and low maintenance cost [3]. Indeed, the use of zebrafish to study immunity against infectious disease, including those due to bacterial or viral infections, is rapidly increasing [4,5]. Importantly, zebrafish possesses both innate and adaptive immune systems, making it a particularly suitable model organism for investigating immune mechanisms in vertebrates and mammals [4].

*Candida albicans*, a fungal pathogen that grows as both yeast and filamentous forms, causes opportunistic oral and genital infections in humans [6]. Notably, the ability of *C. albicans* to adapt to diverse environmental changes, including fluctuations in temperature, nutrients, and pH levels, renders it relatively difficult to treat in hosts [7]. Thus, understanding how the zebrafish immune system responds to *C. albicans* infection is crucial to the development of novel therapeutic strategies against infectious diseases in humans.

The transforming growth factor-β (TGF-β) signaling pathway is essential in regulating the immune response to combat infection [8], and defective TGF-β signaling leads to several systemic autoimmune defects. In the canonical pathway, TGF-β signaling mediates its effect through the SMAD pathway [9]. Several studies have revealed that TGF-β signaling suppresses immune responses [8,10,11]. Conversely, however, immune cells can also promote TGF-β signaling [10]. Thus, the molecular mechanisms involved in the TGF-β signaling pathway, which regulates host tolerance as well as innate and adaptive immunity, are important areas for study. Nevertheless, the complex role of TGF-β signaling in maintaining the balance of the immune system remains poorly understood.

In this study, our main objective is to identify the key proteins or functional modules involved in the zebrafish immune response toward primary and secondary infection with *C. albicans*. By constructing two zebrafish intracellular PPI networks for primary and secondary infection, we seek to compare and identify the key proteins, molecular processes, and mechanisms between these two infection phases. In particular, we hope to elucidate the roles of TGF-β signaling in innate and adaptive immune responses.

## Results

### Strategy

The method used to construct the dynamic intracellular PPI networks was divided into three key steps: (i) data selection and preprocessing, (ii) selection of the target protein pool, and (iii) construction of the refined PPI networks for zebrafish. The overall framework for the proposed method is depicted in Figure 1.

**Figure 1:**
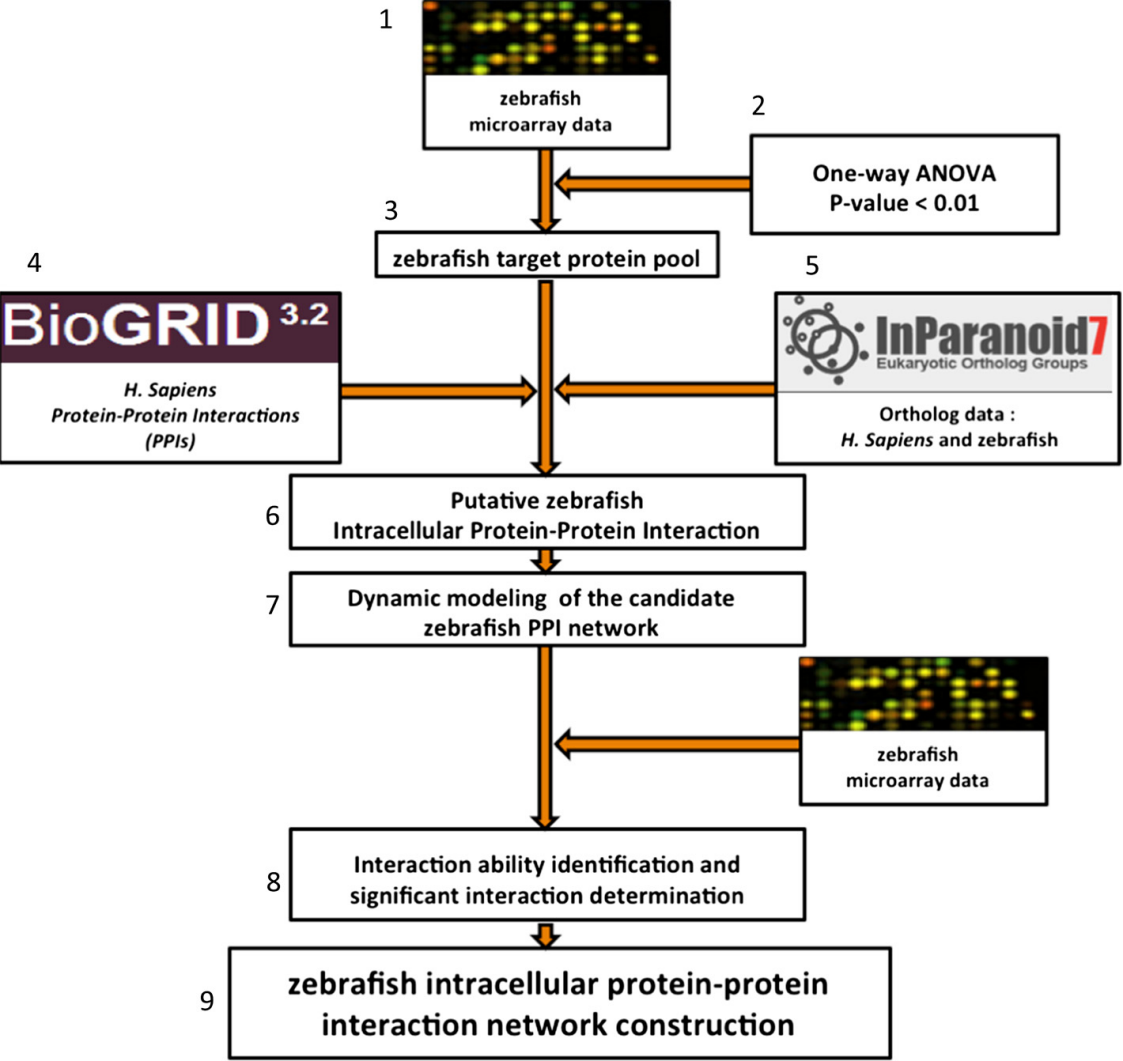
**Flow chart describing the construction of the zebrafish intracellular PPI network.** One-way ANOVA was applied to select the target protein pools. PPIs of *Homo sapiens* data were obtained from the BioGRID database, and orthologous information between zebrafish and *H. sapiens* was extracted from the InParanoid database. By using a dynamic model, we were able to construct the candidate PPI networks for zebrafish. As these candidate PPI networks could not truly represent the intracellular PPIs in zebrafish, we used interaction ability identification to determine the significant interactions. The refined intracellular PPI networks could thus be constructed from these significant interactions.

Our strategy was to collect first all intracellular protein interactions into a candidate intracellular PPI network for zebrafish. The candidate intracellular protein interaction network was further validated and pruned since it could not exactly represent the actual intracellular protein interactions in *C. albicans* infection. A dynamic model was used to describe the candidate intracellular protein interactions. By using microarray data for *C. albicans*-infected zebrafish, the interaction abilities in the dynamic model could thus be determined. Significant PPIs based on these interaction abilities were thus identified to obtain the refined intracellular PPI. The same procedure was applied to construct the zebrafish intracellular PPI network for primary and secondary infection on the basis of time-course microarray data obtained from the corresponding experiments. Details of procedures used to construct the dynamic intracellular PPIs of zebrafish are described in the following sections.

### Dataset selection and target protein pool determination

Three types of data were used in our proposed method: (i) time-course microarray profiles of gene expression of *C. albicans*-infected zebrafish, (ii) PPI data of *H. sapiens*, and (iii) orthologous gene data between zebrafish and *H. sapiens*. 

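The zebrafish expression data were recorded on 30 microarrays with 1 dye (Agilent, 4 arrays per slide), each hybridised with RNA from whole fish, which the paper gives as 10 zebrafish per replicate. Pools were taken at 1, 2, 3, 6 and 14 days after the first injection (primary infection, 10 arrays) and at 8 times from 2 to 42 h after the second injection, which was given at 14 dpi (2 h, then every 6 h from 6 h on; secondary infection, 16 arrays). A further 4 arrays at 17.5 and 21 dpi of the first injection are not discussed in the article. Their labels name no second injection, although the description of the series can be read as giving this group both injections. Each time point has 2 replicate pools, and the control group that the paper mentions was not used here. The paper gives doses of 100000 CFU for the first and 10000000 CFU for the second injection, whereas the sample labels give 1 dose of 100000000 cells for all fish. Replicate 1 of every time point was scanned in 1 run and replicate 2 in 2 other runs, and the arrays lie on 8 slides. The authors deposited the scanner's background-corrected signal intensity for each spot, and a table of the same intensities rounded to 3 digits, without log and without scaling between arrays. Its log2 is called the deposited values below. Here, log2 of the processed signal was averaged over the spots of each of 43603 probes and each array's 75th percentile was subtracted. Between 74.6% and 91.2% of the spots of an array were well above background, and 0 spots were saturated. A probe was tested if it was well above background on both arrays of at least 1 time point of the comparison. The tests were limma's moderated tests with 1 group per time point, and probe names were joined to gene symbols through the files' annotation and a reference table. The number of arrays, 2 per time point, limits the precision of every value.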

There were two sets of time points for primary and secondary *C. albicans* infection for obtaining microarray time-profile data for zebrafish gene expression (primary infection: 1, 2, 3, 6, and 14 dpi; secondary infection: 14.1, 14.25 14.5, 14.75, 15, 15.25, 15.5, and 16 dpi; see Figure 2). Manipulation of the animal model was approved by the Institutional Animal Care and Use Committee of National Tsing Hua University (IRB Approval No. 09808). The PPI data of *H. sapiens* were extracted from the Biological General Repository for Interaction Datasets (BioGRID) database (http://thebiogrid.org/) [12]. The gene ortholog data of zebrafish and humans were obtained from the InParanoid database (http://inparanoid.sbc.su.se/) [13]. For both primary and secondary infection, one-way analysis of variance (ANOVA) was applied to the microarray time-series profile of gene expression to select for differentially expressed proteins. The *p*-value was set at 0.01 with Student t-test for the protein pool selection. Here we treat proteins’ expression as the corresponding genes’ expression and view the gene pool as the protein pool. A total of 422 and 1284 proteins were thus identified as differentially expressed for primary and secondary infection, respectively. 

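Over the 5 time points of the primary infection, limma's moderated F-test gave an unadjusted p below 0.01 for 619 of 36166 probes, which represent 367 named genes, and 361.66 probes would be expected to pass by chance. After Benjamini-Hochberg adjustment, 1 of these probes passed 0.05. When all 30 arrays were fitted together, 941 probes passed the unadjusted threshold over these 5 time points, and 138 passed after adjustment. Over the 8 time points of the secondary infection, 4056 of 38697 probes (2432 named genes) passed the same unadjusted threshold, with 386.97 expected by chance, and 2474 passed after adjustment. The plain one-way test named in the methods, run on the same values, gave 661 probes for the primary and 3611 probes for the secondary infection, of which 321 and 2935 were also called by the moderated test. Apart from the adjustment and from counting each gene once, both counts moved most in a fit with the slide as a block, with 1037 probes for the primary and 1762 for the secondary infection. That fit leaves 1 residual degree of freedom in the primary and 4 in the secondary infection.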

After these target protein pools for primary and secondary infection were determined, candidate PPI networks were constructed on basis of the protein pool and PPI information available from data mining. There were a total of 420 and 2312 PPI interactions included in our candidate network by integrating multiple databases (BioGRID and InParanoid7).

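The supplementary time profiles of the proteins selected by the authors can be set beside the arrays where a name leads to a probe. Of 241 names in the primary table whose probe was tested, 83 (34.4%) had a probe with an unadjusted p below 0.01 in the moderated test, against 1.71% of all probes tested. In the part of the secondary table used here, 917 of 1251 such names (73.3%) did, against 10.48% of all probes. The plain one-way test on the deposited values gave 22.8% of the primary and 35.9% of the secondary names. A name with several probes counts if 1 of them passed, so shares of names and of probes are not strictly comparable. For the names with 1 probe, the published profile followed the log2 of the deposited values to within a root mean square difference of 0.1 in 64 of 167 primary and 597 of 795 secondary profiles, after the median difference at each time point was removed.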

**Figure 2:**
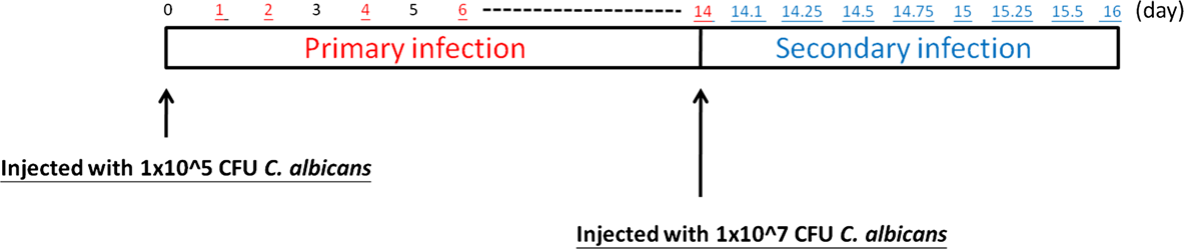
**The bar depicts time points at which data were collected to construct the zebrafish intracellular PPI networks for primary and secondary infection.** For primary infection, zebrafish were injected with 1 × 10^5^ CFU *C. albicans*, and time-course microarray data were collected at 1, 2, 3, 6, and 14 dpi. After 14 days, zebrafish were injected with 1 × 10^7^ CFU *C. albicans*. The time points of the time-course microarray data for secondary infection were 14.1, 14.25, 14.5, 14.75, 15, 15.25, 15.12, and 15.6 dpi.

### Construction of zebrafish intracellular PPI networks

These candidate PPI networks were obtained by including all available PPI interactions, which cannot truly represent the zebrafish intracellular PPI networks under our experimental settings. Hence, false-positive PPIs were removed on the basis of our experimental data with the help of dynamic modeling of PPI networks.

The dynamic model for the k-th zebrafish target protein in the intracellular PPI network can be represented by a differential equation that follows:

1 $$ {p}_k\left(t+1\right)={p}_k(t)-{K}_k{p}_k(t)+{\displaystyle {\sum}_{m=1}^{M_k}{b}_{km}{p}_k(t){p}_m(t)}+{q}_k+{n}_k(t) $$

where p_k_(t) represents the protein activity level for the k-th zebrafish target protein at time t. We denote M_k_ as the number of PPIs in zebrafish for the k-th target protein; K_k_ denotes the degradation effect for the k-th zebrafish target protein; p_m_[t] denotes the protein activity level for the m-th zebrafish protein that can potentially interact with the k-th target protein, and b_km_ denotes the corresponding interaction ability between the two proteins. The basal level is denoted by q_k_, and the stochastic noise due to model uncertainty and fluctuation of the microarray data is represented by n_k_(t).

The regulatory parameters can be determined with the help of time-course microarray data. To identify the parameters in the model, the gene expression profiles were used to substitute for protein activity levels. Equation (1) can be rewritten in the regression form as follows:

2 $$ {\mathrm{p}}_{\mathrm{k}}\left(\mathrm{t}+1\right)=\left[{\mathrm{p}}_{\mathrm{k}}\left(\mathrm{t}\right){\mathrm{p}}_{\mathrm{k}}\left(\mathrm{t}\right){\mathrm{p}}_1\left(\mathrm{t}\right)\dots {\mathrm{p}}_{\mathrm{k}}\left(\mathrm{t}\right){{\mathrm{p}}_{\mathrm{M}}}_{{}_{\mathrm{k}}}(t)1\right]\left[\begin{array}{l}1-{K}_k\\ {}\kern1em {b}_{\begin{array}{l}k1\\ {}\cdotp \\ {}\cdotp \\ {}\cdotp \end{array}}\\ {}\kern1em {b_k}_{{}_{Mk}}\\ {}\kern1.5em {q}_k\end{array}\right]+{n}_k(t)={\psi}_k(t){\eta}_k+{n}_k(t) $$

Where ψ_k_[t] denotes the regression vector and *η*_k_ denotes the parameter vector for the k-th zebrafish target protein, which is to be estimated. We also used the cubic spline method to interpolate additional time points within the microarray data to avoid over-fitting. Equation (2) for different time points can be rearranged as follows:

3 $$ \left[\begin{array}{l}\mathrm{p}\mathrm{k}\left(\mathrm{t}2\right)\\ {}\mathrm{P}\mathrm{k}\left(\mathrm{t}3\right)\\ {}\vdots \\ {}\mathrm{p}\mathrm{k}\left(\mathrm{t}\mathrm{L}\right)\end{array}\right]=\left[\begin{array}{l}\uppsi \mathrm{k}\left(\mathrm{t}1\right)\\ {}\uppsi \mathrm{k}\left(\mathrm{t}2\right)\\ {}\vdots \\ {}\uppsi \mathrm{k}\left({\mathrm{t}}_{\mathrm{L}\hbox{-} 1}\right)\end{array}\right]\upeta \mathrm{k}+\left[\begin{array}{l}\mathrm{n}\mathrm{k}\left(\mathrm{t}1\right)\\ {}\mathrm{n}\mathrm{k}\left(\mathrm{t}2\right)\\ {}\vdots \\ {}\mathrm{n}\mathrm{k}\left(\mathrm{t}\mathrm{L}-1\right)\end{array}\right] $$

By defining the notations P_k_ = [P_k_(t_2_)] ⋯ p_k_(t_L_)^T^, ψ_k_ = [ψ_k_(t_1_) ⋯ ψ_k_(t_L‐ 1_)]^T^ and Ω_k_ = [n_k_(t_1_) ⋯ n_k_(t_L ‐ 1_)]^T^, equation (3) can then be further rewritten as the linear regression form

4 $$ {P}_k={\psi}_k{\eta}_k+{\varOmega}_k $$

where parameters can be identified by solving a constrained least-squares problem. After the parameters were identified, Akaike’s information criterion (AIC) was used to select significant PPI interactions [14]. The AIC includes both the estimated residual error and model complexity in one statistic. This value increases as the number of parameters increases and decreases as the variance of the residual error decreases. However, the variance of the residual error may decrease with increasing number of parameters. In other words, there exists a tradeoff between estimation accuracy and model complexity. Appropriate model order and significant interactions can be determined by ranking models by increasing AIC. By following these procedures, the intracellular PPI networks for zebrafish were thus constructed.

### Inspection of the constructed zebrafish intracellular PPI networks for primary and secondary infection

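The network lists in Additional file 1 give each target protein with its partners and an estimated interaction ability. Counted here, the list for the primary infection holds 341 pairs (340 when the order of the 2 proteins is ignored) of 57 target proteins, and 324 different proteins when the partners are included. The list for the secondary infection holds 385 pairs (381 without order) of 90 target proteins, and 352 different proteins in all.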

We identified 57 proteins and 341 PPIs in the constructed zebrafish intracellular PPI networks during the primary infection, and 90 proteins and 385 PPIs during the secondary infection (see Additional file 1 for the complete networks). 

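By their names in the lists of Additional file 1, 18 target proteins occurred in both networks, 39 in the network of the primary infection alone and 72 in that of the secondary infection alone.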

A comparison between the two constructed networks indicated that there were 20 proteins that were common to both PPI networks and 37 and 70 proteins that were specific to primary and secondary infection, respectively (see Additional file 1 for complete PPI network lists and figures).

The functions of the 37 proteins that were specific to primary infection were mapped to the following main biological processes: metabolic processes (30.1%), cellular processes (14%), cell communication (10.3%), the cell cycle (8.8%), and the immune response (6.6%). Similarly, the 70 proteins identified to be specific to secondary infection were involved in metabolic processes (26.1%), cellular processes (16.7%), cell communication (13%), developmental processes (9.1%), and transport (5.1%).

### Centrality analysis of the constructed zebrafish intracellular PPI networks for primary and secondary infection

To uncover meaningful implications or insights of the constructed PPI networks, we conducted centrality analysis for both intracellular PPI networks. In particular, we considered three common network centralities, i.e., node degree and betweenness centrality.

For our two constructed zebrafish intracellular PPI networks, 57 and 90 target proteins were identified in primary and secondary *C. albicans* infection, respectively. 

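Among the 39 protein names that the article's tables and figures rest on, 38 lead to a zebrafish gene with a probe on the arrays. For each gene the probe with the highest mean signal was taken, and the mean of the 8 secondary time points was set against the mean of the 5 primary time points with limma. With Benjamini-Hochberg adjustment over all 38871 probes tested, 25 of the 38 genes differed at 0.05, 21 of them higher and 4 lower in the secondary infection, and 26 did so when adjusted over the list alone. Since the study chose these genes on the same arrays, the count over the list is not independent evidence. The changes among the hub genes were largest for fkbp5, with a log2 signal relative to the array's 75th percentile of 1.85 ± 1.55 (SD, n = 10 arrays) in the primary and 5.80 ± 0.36 (SD, n = 16 arrays) in the secondary infection. This is a log2 difference of 3.94 (standard error 0.16, limma adjusted p = 6.8e-11), and all 16 secondary arrays lay above every primary array. The difference was 2.57 (standard error 0.18) for btg2 and 2.38 (standard error 0.22) for fosab, with limma adjusted p of 1.2e-08 and 2.2e-07 and all 16 secondary arrays above the primary mean for both. No difference passed the adjustment for cct5 (-0.13, with 5 of 16 secondary arrays above the primary mean, positive in the deposited values), clocka (0.066, with 10 of 16, negative under quantile normalization and the normexp background) or ndrg1a (0.75, with 13 of 16). For ndrg1a the other probe (0.67) and the mean of both probes (0.71) passed, and leaving out 1 array at a time gave 0.41 to 1.08, past the threshold without replicate 1 of 1 dpi. The probe of clocka was well above background on 5 of the primary and 12 of the secondary arrays. For tfap2a the log2 difference was 0.77 (limma adjusted p = 2.9e-04, higher than the primary mean on 15 of 16 arrays), and it had the opposite sign, -0.019, in the fit with the slide as a block.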

The top-ranking hub proteins selected by node degree are listed in Tables 1 and 2, which also include the potential roles that they play during primary and secondary infection. Several proteins during primary infection that were identified are related to immunity according to their Gene Ontology (GO) functional annotations. For example, Gch2, which involves in adaptive immunity and responds to interferon (IFN)-γ stimulation, was identified to be a hub protein. 

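The gene gch2 has 2 probes. On the brighter one, the log2 signal was -0.99 ± 0.90 (SD, n = 10 arrays) in the primary infection, where the moderated F-test over the time points gave an unadjusted p of 0.00115, and -2.78 ± 0.82 (SD, n = 16 arrays) in the secondary infection. The log2 difference was -1.80 (standard error 0.13, limma adjusted p = 1.5e-08), and 14 of the 16 secondary arrays lay below every primary array. On the other probe the difference was -0.97.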

Another hub protein in primary infection is Hsp90a.1, which is involved in Fc-γ receptor signaling. It is interesting to see that Fc-γ receptor signaling may play an important role in antigen presentation in primary *C. albicans* infection in zebrafish.

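For hsp90aa1.1, the gene listed as Hsp90a.1, the log2 signal was 2.86 ± 0.54 (SD, n = 10 arrays) in the primary and 0.67 ± 1.35 (SD, n = 16 arrays) in the secondary infection. The log2 difference was -2.19 (standard error 0.16, limma adjusted p = 1.3e-08), with 13 of 16 secondary arrays below every primary array, and -1.95 on the gene's other probe.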

**Table 1:** **Hub proteins identified in the zebrafish intracellular PPI network for primary infection**

**Rank**	**Zebrafish protein**	**Degree**	**GO functional annotation**
**1**	Tfap2a	10	Regulation of cell differentiation
**2**	Gch2	10	Response to interferon γ
**3**	Hsp90a.1	10	Fc-γ receptor signaling
**4**	Acvr1b	9	TGF-β receptor activity
**5**	Btg2	9	Negative regulation of cell proliferation
**6**	Cct5	9	Response to virus
**7**	Clock	9	Circadian rhythm
**8**	Fkbp5	9	Heat shock protein binding
**9**	Fos	9	Innate immune response
**10**	Ncstn	9	T cell proliferation

**Table 2:** **Hub proteins identified in the zebrafish intracellular PPI network for secondary infection**

**Rank**	**Zebrafish protein**	**Degree**	**GO functional annotation**
**1**	Psmd1	16	Antigen processing and presentation of exogenous peptide antigen via MHC class I
**2**	Fos	12	Innate immune response
**3**	Psmd13	11	Antigen processing and presentation of exogenous peptide antigen via MHC class I
**4**	Ndrg1	10	Mast cell activation
**5**	Casp2	10	Regulation of apoptosis
**6**	Gch2	10	Response to interferon-γ
**7**	Ncstn	9	T cell proliferation
**8**	Acvr1b	9	TGF-β receptor activity
**9**	Uba5	9	Protein ubiquitination
**10**	Usp14	8	Regulation of proteasomal protein catabolic process

We further calculated betweenness centrality for each node in both PPI networks. Betweenness measures the number of passing shortest paths through a node [15]. We listed top 10 proteins ranked by betweenness centrality for both primary and secondary infection PPI networks in Table 3. Generally speaking, many hub proteins selected based on node degree during primary infection were also selected based on betweenness centrality. During secondary infection, however, only one hub protein that has a node degree larger than 9 was selected based on betweenness centrality. This is because the PPI network for primary infection is more condensed than the PPI network for the secondary infection. During primary infection, hub protein such as Elavl1, Btg2, Fkbp5, Hug, Hsp90a.1 are also top in the betweenness ranking. Zgc:63606 connects to two hub proteins Elavl1 and Hug, leading to a large betweenness centrality. Similarly, Zgc:153257 is the bridge between two subnetworks, leading to a larger betweenness. Although high in betweenness centrality ranking, these two zebrafish proteins are still unknown in function and may be good candidates for future experiment to verify their relations with immunity. In the case of secondary infection, since the PPI network is more dispersed and contains lots of small networks without a connection to the main network, the betweenness centrality ranking is dominated by the nodes in the main network. Lots of hub proteins with a high degree are not in the top list ranked by betweenness since they are located at the smaller subnetworks that are not connected to the main network, leading to a smaller number of total passing shortest paths through these proteins. On the other hand, despite Tp53, Dhfr and Hspd1 have only a degree of 2, they act as bridges between subnetworks within the main network, leading to a larger betweenness and may potentially be important candidates for further investigation.

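The gene dhfr differed between the infections, with a log2 difference of -1.41 (standard error 0.29, limma adjusted p = 6.0e-04), 0 of 16 secondary arrays above the primary mean and differences of -1.10 and -0.98 on its 2 other probes. The difference was -0.0085 for hspd1 (limma adjusted p = 0.95, 10 of 16 secondary arrays above the primary mean), and the deposited values gave 0.24, with the opposite sign.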

**Table 3:** **Proteins identified in the zebrafish intracellular PPI network for primary infection and secondary infection are ranked by betweenness centrality**

	**Primary infection**			**Secondary infection**		
**Rank**	**Zebrafish protein**	**Betweenness centrality**	**Degree**	**Zebrafish protein**	**Betweenness centrality**	**Degree**
1	Elavl1	6048.44	9	Psmd1	16588.53	16
2	Zgc:63606	5972.60	5	Creb1	15020.0	5
3	Btg2	5092.00	9	Psme3	14903.00	4
4	Zgc:153257	5016.00	2	Tp53	14670.00	2
5	Fkbp5	4542.00	9	Cebpb	14334.60	6
6	Hug	4353.72	10	Mdm2	13140.00	3
7	Cul1a	3992.00	3	Casp3a	13080.00	6
8	Hsp90a.1	3642.00	10	Dhfr	13032.00	2
9	LOC563808	3641.05	5	Hspd1	12922.00	2
10	Esr1	2856.00	2	Bcl2	12612.34	4

### Inspection of proteins common to PPI networks for primary and secondary infection

This section focuses on the 20 identified proteins that were common to both primary and secondary infection in our constructed PPI networks. To identify the proteins that play crucial and distinct roles in innate and adaptive immunity, we compared the PPI linkages between primary and secondary infection for each of these common proteins. On the basis of the number of changes in the PPI linkages, these proteins were ranked to identify the top ten proteins whose PPI linkages differed most significantly between primary and secondary infection (Table 4).

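Of the 10 genes of Table 4, 9 have a probe on the arrays. Their time courses were compared by an interaction in limma, the change from 2 to 42 h after the second injection minus the change from 1 to 14 dpi after the first. Adjusted over the list alone, the course differed for 6 of the 9 genes. The log2 difference in course was 2.78 for psmd13 (standard error 0.45) and 2.65 for psmd1 (standard error 0.43), both with a limma adjusted p of 6.7e-05, and -2.72 for hsp90aa1.1 (standard error 0.55, limma adjusted p = 4.5e-04). It was 1.67 for acvr1ba, 1.03 for ncstn and 0.93 for zmpste24, with limma adjusted p of 0.032, 0.024 and 0.048. Adjusted over all probes, 3 genes passed, psmd13 (limma adjusted p = 0.00147), psmd1 (0.00153) and hsp90aa1.1 (0.00741), while ncstn (0.106), acvr1ba (0.140) and zmpste24 (0.189) did not. The differences for fosab (1.16), wdr82 (-0.45) and casp2 (0.28) did not pass, and for casp2 the replicate series had opposite signs, 0.61 and -0.042. The published profiles of wdr82 differ from its only probe by a root mean square of 1.44 in the primary and 1.16 in the secondary infection, so it is open whether this probe measures the paper's Wdr82. With the slide as a block, which moved this count most among alternatives chosen after the data were seen, 3 genes passed (psmd13, psmd1 and hsp90aa1.1), and the same 3 did without replicate 1 of 1 dpi, replicate 2 of 14 dpi or replicate 1 of 42 h.

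**Figure D1:**
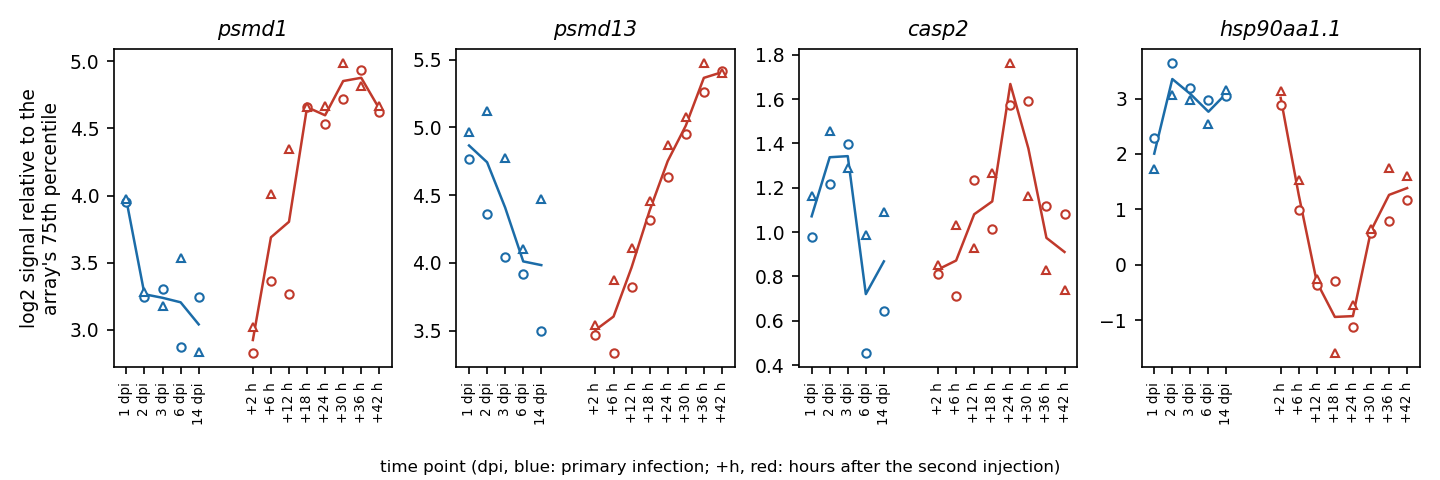
Log2 signal relative to each array's 75th percentile (vertical axis) by time point (horizontal axis) for 4 genes of Table 4 in the primary (blue) and the secondary infection (red). Circles are replicate 1, triangles replicate 2 and lines the means of both; from 2 to 42 h after the second injection the mean rose by 1.72 for psmd1 and by 1.90 for psmd13 and fell by 1.63 for hsp90aa1.1.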

**Table 4:** **Zebrafish proteins identified to have the most significant changes in the number of PPI linkages between primary and secondary** ***C. albicans*** **infection**

**Rank**	**Zebrafish protein**	**Primary infection**	**Secondaryinfection**	**Changes**	**Involved biological process**	**Reference**
1	Psmd13	5	12	17	Adaptive immunity	[16]
2	Psmd1	6	11	17	Adaptive immunity	[16]
3	Casp2	5	11	16	Apoptosis	[17]
4	Ncstn	5	11	16	Immune recognition	[18]
5	Wdr82	6	10	16	Unknown	
6	Fos	3	9	12	Innate immunity	
7	Acvr1b	1	8	9	Induction of apoptosis	[19]
					Activation of mast cells	[20]
					Regulation of immunoglobulin	[21]
8	Ampste24	4	4	8	Unknown	
9	Loc553343	3	4	7	Unknown	
10	Hsp90a.1	2	4	6	Apoptosis	[22,23]
					Antigen presentation	[24]

## Discussion

### The TGF-β pathway is involved in the control of the primary and secondary immune response

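The gene of Acvr1b on the arrays is acvr1ba, with 2 probes. Its log2 signal was -3.52 ± 0.76 (SD, n = 10 arrays) during primary infection and -2.11 ± 0.61 (SD, n = 16 arrays) during secondary infection, a log2 difference of 1.41 (standard error 0.18, limma adjusted p = 5.5e-06). All 16 secondary arrays lay above the primary mean and 8 of them above every primary array. The other probe gave 1.34.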

Acvr1b (ALK4, activin receptor type 1B) was identified to be a hub protein in both primary and secondary infection (Tables 1 and 2). Activins are members of the TGF superfamily that act as local regulators of biological processes and are associated with cell growth and differentiation [19]. Correspondingly, activin is crucial to the control of innate and adaptive immune responses [10].

To regulate the immune response, TGF-β mediates its effects via SMAD proteins [9]. To clarify the role of TGF-β in the innate and adaptive immune response, we focused on the protein interactions of SMAD proteins and Acvr1b in primary and secondary infection, and compared the differences between initial and recurring infections. In primary infection, the SMAD protein Smad2 was found to interact with Acvr1b; whereas in secondary infection, Smad2, Smad3, and Smad7 were found to interacted with Acvr1b. The SMAD proteins can be divided into three major groups according to their function: receptor-regulated SMADs (R-SMAD), the common mediator SMAD (Co-SMAD), and inhibitory SMADs (I-SMAD) [9]. The R-SMADs Smad2 and Smad3, which, upon phosphorylation, interact with Co-SMAD and translocate to the nucleus [11], were identified as key proteins in primary and secondary infection. However, Smad7, an I-SMAD, was found to interact with Acvr1b during secondary, but not primary, infection (Figures 3 and 4).

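In the network lists, the pair of Acvr1b with Smad2 occurs for both infections, and its pairs with Smad3b and Smad7 occur for the secondary infection alone. On the arrays, the log2 difference between the secondary and the primary time points was 0.41 for smad2 (standard error 0.075, limma adjusted p = 1.7e-04, 15 of 16 secondary arrays above every primary array) and 0.41 for smad3a (standard error 0.085, limma adjusted p = 6.2e-04, 12 of 16). For smad3b it was 0.056 (limma adjusted p = 0.57, 10 of 16 secondary arrays above the primary mean), and -0.021 under quantile normalization. The differences of smad2 and smad3a were 0.28 and 0.61 with the slide as a block and did not pass the threshold.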

**Figure 3:**
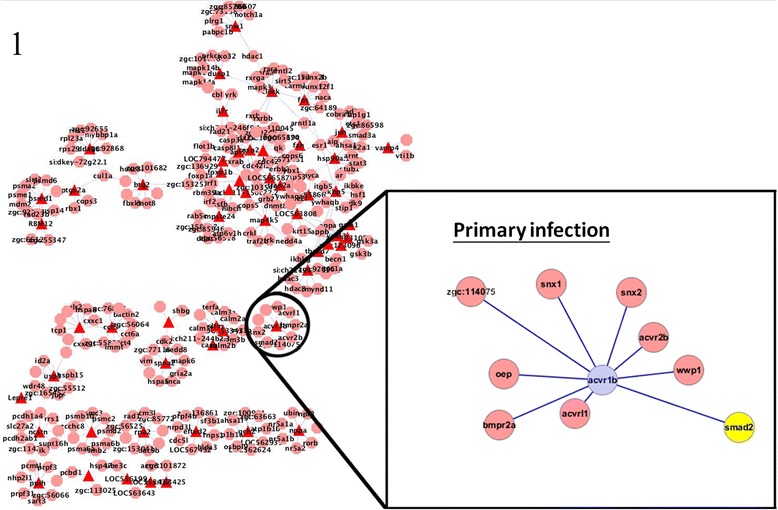
**Interactions of Acvr1b with other proteins in primary infection.** Acvr1b was identified to be a hub protein during both primary and secondary infection. The R-SMAD Smad2 was found to be a key protein in primary infection. The identification of R-SMAD in both primary and secondary infection suggests that the activation of TGF-β signaling requires the SMAD pathway.

**Figure 4:**
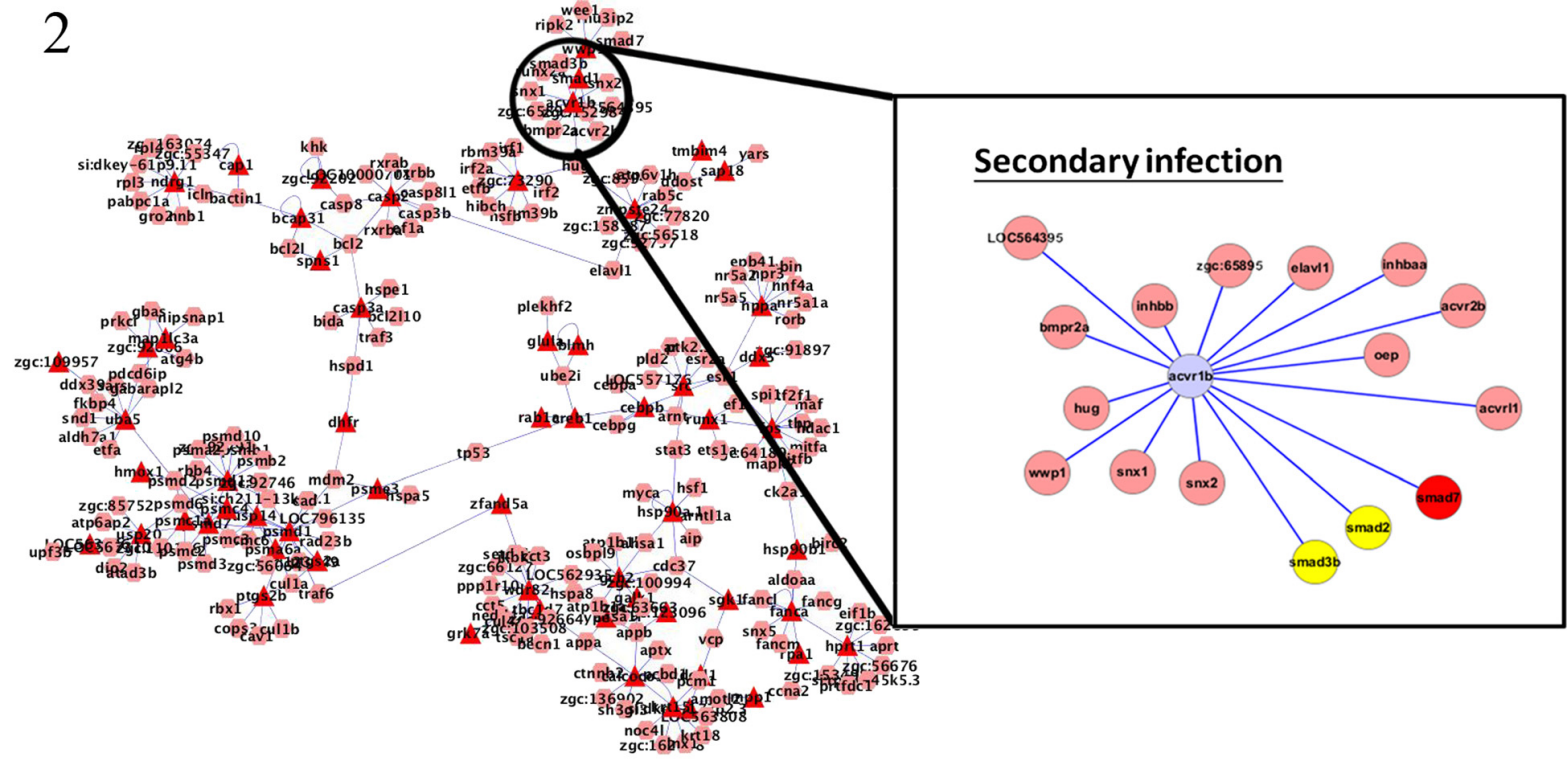
**Interactions of Acvr1b with other proteins in secondary infection.** Acvr1b, Smad2 and Smad3 were found to be important in secondary infection. Smad7, an inhibitory SMAD protein, interacted with Acvr1b in secondary but not primary infection. This disparity suggests that TGF-β signaling may play a role in the control of innate and adaptive immune responses.

Smad7 has been reported to play an essential role in the negative regulation of TGF-β signaling by interfering with the binding of TGF-β to type I receptors [25]. Furthermore, we compared the expression profile of Smad7 over time during primary and secondary infection to see if there was a significant change in between infections (Figure 5).

**Figure 5:**
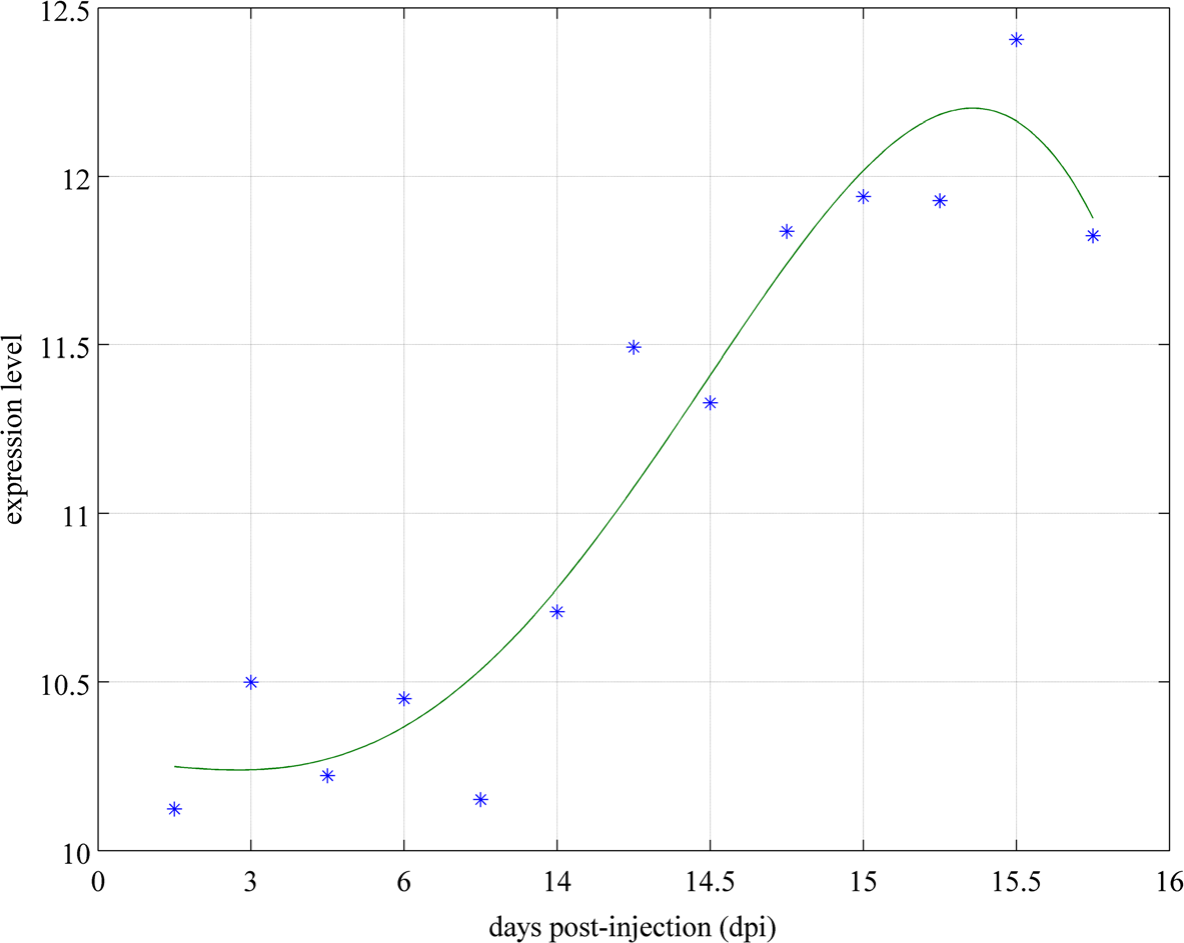
**The expression profile of Smad7 in primary and secondary infection.** Upon comparing the time course of Smad7 expression between the primary and secondary infection, it is clear that Smad7 expression remained stable in primary infection. During secondary infection, however, the level of Smad7 expression increased significantly by an average of 14%. This difference suggests that Smad7 may play a key role in the control of innate and adaptive immune responses.

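The gene smad7 has 1 probe, which was well above background on all arrays. Its log2 signal ranged from -0.0085 to 0.49 over the 10 primary arrays, with a mean of 0.28 ± 0.13 (SD, n = 10). The largest difference between the means of 2 primary time points was 0.27 (limma's moderated F-test, adjusted p = 0.99), and it lay between 0.18 and 0.60 under the alternative scalings and blocks. The p does not show that the level was stable, since in simulated data 0 of 200 probes changed by 2 log2 units passed limma's adjustment in this comparison (161 had an unadjusted p below 0.01).

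**Figure D2:**
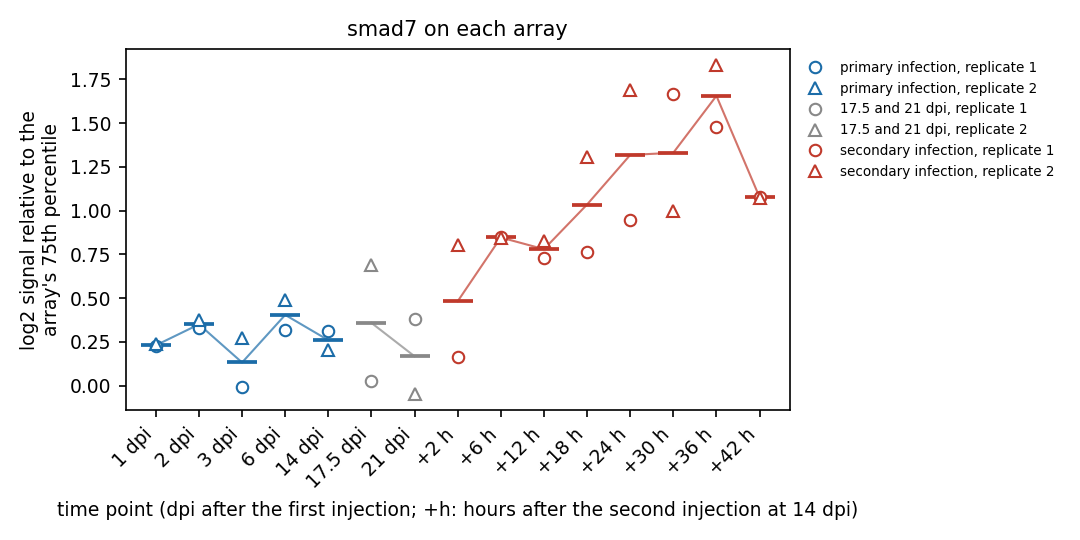
Log2 signal of smad7 relative to each array's 75th percentile (vertical axis) at each time point (horizontal axis). Circles are replicate 1, triangles replicate 2, bars the mean of both; blue is the primary infection, grey 17.5 and 21 dpi and red the secondary infection, where 15 of 16 arrays lie above every primary array.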

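The mean log2 signal of smad7 was 1.06 ± 0.43 (SD, n = 16 arrays) in the secondary infection, which is 0.79 above the primary time points (standard error 0.11, limma adjusted p = 2.0e-05). A permutation test of the 26 arrays gave p = 2.0e-05 (two-sided). Within the replicate series the difference was 0.72 for replicate 1 (exact permutation test, p = 0.0101) and 0.86 for replicate 2 (exact permutation test, p = 0.00155). Of the alternatives, the deposited values without scaling moved it furthest up, to 1.04, and the fit with the slide as a block furthest down, to 0.57, where it no longer passed the threshold. The difference from 14 dpi alone was 0.81 (limma adjusted p = 0.0083). On the log2 scale of the deposited intensities the mean rose from 10.48 to 11.52, by 9.90% ± 3.38 (SD over the 2 replicate series), and on the linear scale by 109.6%.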

The time course of Smad7 expression showed a significant increasing trend of inhibitory Smad7 expression during secondary infection, suggesting that TGF-β signaling is suppressed in secondary infection relative to primary infection. This is in agreement with previous findings suggesting that Smad7 is involved in the reciprocal inhibition of TGF-β and IFN-γ [26].

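Over the 16 secondary arrays, smad7 rose with the time after the second injection by 0.49 log2 units per day (limma adjusted p = 0.030). Its correlation with the hours was r = 0.65 (permutation test, two-sided p = 0.00599, 0.018 after adjustment over 3 relations) and rho = 0.73 (permutation test, p = 0.00165, adjusted 0.00495), and r = 0.80 without the 2 arrays at 42 h, which lie farthest from the median. In replicate series 1 r was 0.77 (exact permutation test, p = 0.0232, adjusted 0.0347) and rho 0.83 (exact permutation test, p = 0.0154, adjusted 0.0231). In replicate series 2 r was 0.56 (exact permutation test, p = 0.153) and rho 0.71 (exact permutation test, p = 0.0576), which did not pass. The mean of both replicates was highest at 36 h (1.66 ± 0.25, SD, n = 2) and 1.08 at 42 h. In the fit with the slide as a block the slope was -0.058 per day. The secondary arrays lay on the slides in time order. In replicate series 1, 2 h was on slide 3, 6 to 24 h on slide 4 and 30 to 42 h on slide 5. In replicate series 2, 2 to 18 h was on slide 7 and 24 to 42 h on slide 8. The block therefore takes up much of any change with time, and the slide and the time cannot be told apart. The deposited values gave a slope of 0.51, which did not pass the threshold, and leaving out 1 array at a time gave 0.39 to 0.58, past the threshold in 13 of 16 cases (not without replicate 1 of 2 h or either replicate of 36 h). From the rise of Smad7 in the secondary infection against the stable level in the primary infection, the paper proposes that TGF-β signaling is suppressed in the secondary infection.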

In the reciprocal inhibition of TGF-β and IFN-γ, Smad7 is the key component responsible for polarizing responses toward either immunity or tolerance to infection. More specifically, although Smad7 can suppress the TGF-β signaling pathway to initiate infection tolerance, it can also promote immunity triggered through the IFN-γ signaling pathway. This is of interest, as the dual role of Smad7 in determining whether immunity or pathogen tolerance occurs is suggestive of a key mechanism that controls the immune response.

The gene expression time course in primary and secondary infection showed that Smad7 expression, which is at basal level in primary infection, increased rapidly during secondary infection (Figure 5). The difference in Smad7 expression between the primary and secondary infections may indicate that after initial low-dose infection, the zebrafish immune system was able to tolerate the invading pathogen, thereby shifting the immune response toward infection tolerance. However, in secondary infection with a lethal pathogen dose, increased Smad7 expression suggests that the immune response is triggered to defend against the invading pathogen; thus, the pathway responsible for infection tolerance is inhibited in this phase (Figure 6).

**Figure 6:**
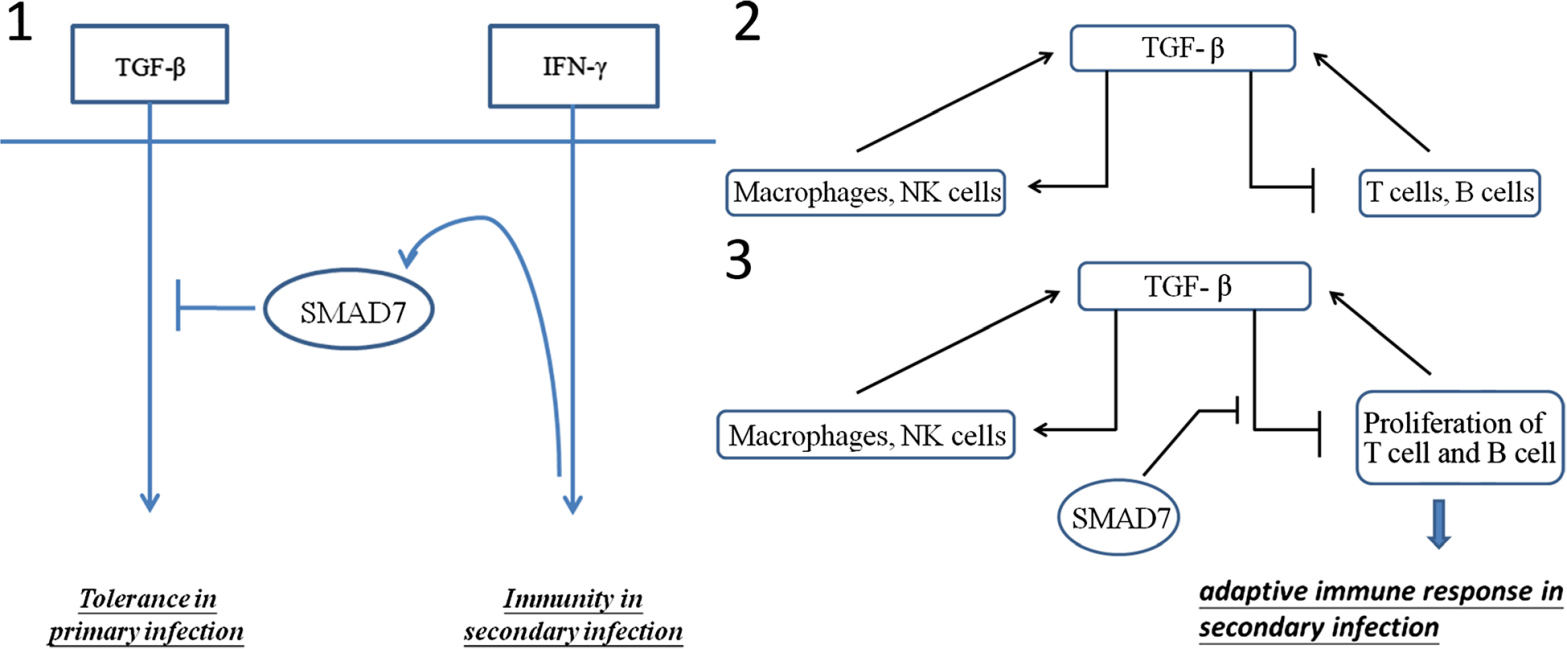
**Smad7 is the key for the regulation of tolerance and immunity.** Figure 6-1: A previous study has reported that Smad7 is a mediator that controls the tolerance and immunity pathways [26]. The time course of Smad7 expression demonstrated a significant increase during secondary infection, suggesting that in zebrafish injected with a higher pathogen dose, the immune response was triggered to defend against the invading pathogen rather than to promote infection tolerance. Figure 6-2: According to a previous study [10], the regulation of TGF-β, the innate immune response, and the adaptive immune response may be considered as a feedback system. Figure 6-3: Smad7 was found to be a key protein during secondary infection. Smad7 attenuates TGF-β-mediated inhibition of cells in the adaptive immune system, resulting in the proliferation of T and B cells that promote host defense by the adaptive immune system challenged with a higher dose of the pathogen.

In addition, TGF-β has also been suggested to inhibit the function of inflammatory cells and immune responses [8,27]. The regulation of TGF-β and its relationships with various immune cells are depicted in Figure 6. Under normal conditions, there is a feedback system that characterizes the relationship between the TGF-β pathway, the innate immune response, and the adaptive immune response (Figure 6). Even though immune cells can secrete cytokines that promote TGF-β signaling, TGF-β signaling can inhibit activation of these immune cells, thus acting as a feedback system. Smad7 during secondary infection was found to suppress TGF-β signaling, leading to attenuated inhibition of immune cells (Figure 6). Consequently, the increased proliferation of immune cells such as T and B cells in the adaptive immune response promotes defense against the invading pathogen.

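A list of genes of adaptive immunity (T and B cells, antigen presentation) was fixed before the arrays were examined, and 21 of its genes could be tested. Against 14 dpi, the median log2 difference of the secondary time points over these genes was -0.78 (limma's camera, adjusted p = 0.016 over 6 lists), with 5 genes higher and 7 of the 21 past the threshold on their own, all of them lower, also when adjusted over the list alone. With replicate 1 of 14 dpi left out the median was -0.48 and the list no longer passed. Among its members, 3 named after their values were seen, were ighm at -1.49, cd4-1 at -1.57 and lck at -1.32. Against the mean of the primary time points the median of the list was -0.67 (limma's camera, adjusted p = 0.020 over 6 lists). There 13 of the 21 genes passed on their own, 2 higher and 11 lower. Levels in a pool of whole fish reflect both the number of cells and the expression per cell.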

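A list of the TGF-β and Smad pathway, fixed in advance, was tested over 21 genes, 5 of which the paper names. On each gene's brightest probe all 21 were higher at the secondary time points than at 14 dpi, and 19 were with the mean of a gene's probes. The median log2 difference on the brightest probes was 0.44 (limma's camera, adjusted p = 1.0e-04), and 11 genes passed the threshold on their own (12 when adjusted over the list alone). The largest rises were 2.57 for inhbaa, 2.18 for acvr1ba and 1.69 for smurf1, inhbaa and smurf1 being named here after their values were seen. Against the mean of the primary time points the median was 0.49, with 19 of the 21 genes higher. Members that activate and members that inhibit the pathway were not tested apart, so the list does not show whether signaling rose or fell.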

In summary, the identification of Acvr1b in primary and secondary infection suggests that TGF-β signaling is indeed involved in the control of innate and adaptive immune responses. Furthermore, the discovery that Smad7 interacted with Acvr1b only during secondary infection suggests that TGF-β controls immune responses via a SMAD-dependent pathway. Therefore, the control mechanism can be described as a feedback system involving TGF-β signaling and the adaptive immune response (Figure 6).

### The proteasome plays a role in controlling the adaptive immune response

Psmd1 and Psmd13, 26S proteasome regulatory subunits, were identified to be significant primarily during secondary infection. 

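The brighter of the 2 probes of psmd1 had a log2 signal of 3.34 ± 0.39 (SD, n = 10 arrays) in the primary and 4.26 ± 0.72 (SD, n = 16 arrays) in the secondary infection, a log2 difference of 0.91 (standard error 0.12, limma adjusted p = 9.2e-06), with 12 of 16 secondary arrays above every primary array. In the fit with the slide as a block it was 0.77 and did not pass the threshold, and the other probe gave 1.30. For psmd13 the means were 4.40 ± 0.51 (SD, n = 10 arrays) and 4.50 ± 0.74 (SD, n = 16 arrays), and the difference of 0.098 did not pass (limma adjusted p = 0.54, 9 of 16 secondary arrays above the primary mean).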

Proteasomal activity has been shown to be related to inflammatory and autoimmune diseases such as systemic lupus erythematosus and rheumatoid arthritis because of its role in activating an anti-apoptotic and pro-inflammatory regulator of cytokine expression [28]. Therefore, the identification of Psmd1 and Psmd13 in our constructed intracellular PPI networks for secondary infection indicates that the proteasome system plays a pivotal role in the zebrafish immune response. Furthermore, the numbers of linkages from primary to secondary infection for both Psmd1 and Psmd13 increased significantly, suggesting that the proteasome is more active during secondary infection, and is therefore more important in the adaptive immune response of zebrafish.

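The proteasome list, fixed before the arrays were examined, comprises 41 genes, 2 of which, psmd1 and psmd13, are named in the paper. Their median log2 difference of the secondary time points from 14 dpi was 0.36 (limma's camera with a preset correlation of 0.01, adjusted p = 1.8e-04), with 34 of 41 genes higher and 18 past the threshold on their own, 16 higher and 2 lower. The deposited values moved the median furthest, to 0.71. The list passed under 9 of 10 alternatives, and not against the mean of the 5 primary time points, where the median was 0.090 with 29 of 41 genes higher (limma's camera, adjusted p = 0.081). The median of the list at single time points, relative to 14 dpi, was -0.41 at 2 h and 1.03 at 42 h after the second injection, and 0.37 at 1 dpi and 0.46 at 2 dpi of the primary infection. The test fry estimates the correlation between genes and asks whether a list changed at all, while camera asks whether it changed more than other genes. Of 38871 probes, 12680 differed from 14 dpi and 23059 from the primary time points, so a pass in fry alone is weak evidence. In fry, the 5 lists that passed in camera against 14 dpi also passed, and the pro-apoptotic list passed in addition. Against the mean of the primary time points, the proteasome list passed in fry (adjusted p = 0.019 over 13 lists). The 8 genes of the immunoproteasome list that could be tested had a median of -0.55 against 14 dpi, and the list did not pass (limma's camera, adjusted p = 0.54 over 13 lists). On their own 4 genes passed, all lower, and 1 gene was 2.05 higher and did not pass. Against the primary time points the median was -0.76, and 6 of the 8 genes passed on their own, all lower. There the list did not pass in limma's camera (adjusted p = 0.16 over 13 lists) and passed in fry (adjusted p = 0.0041).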

### Regulation of apoptosis in primary and secondary infection

Many of the ten most significant hub proteins discussed above are related to the apoptotic process, as shown in Table 1. Further investigation revealed that apoptosis was activated during primary infection but was inhibited during secondary infection. 

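The lists of anti-apoptotic and pro-apoptotic genes were fixed before the arrays were examined. The 11 anti-apoptotic genes had a median log2 difference of 0.68 between the secondary time points and 14 dpi (limma's camera, adjusted p = 0.016), with 9 genes higher. On their own, 7 passed the threshold, among them xiap (1.45), mcl1b (1.06) and birc2 (1.00) with higher and birc5a (-0.64) with lower values. The 27 pro-apoptotic genes had a median of 0.072 (limma's camera, adjusted p = 0.35), with 14 genes higher, 7 past the threshold with higher values, among them casp9 (2.43), bmf1 (1.94) and bbc3 (1.91), and 3 with lower values. Against the mean of the primary time points 15 of the 27 passed on their own, 7 higher and 8 lower. The median of this list changed sign, to -0.020, when the filter on dim probes was left out or when probes had to be well above background on every array. The members of both lists named here were chosen after their values were seen, and no difference between the lists themselves was tested.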

In our constructed zebrafish intracellular PPI networks, we identified three proteins (Casp2, Acvr1b, Hsp90a.1) that were involved in apoptosis out of the ten hub proteins (Table 4).

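The gene casp2 has 5 probes. On the brightest, the log2 signal was 1.07 ± 0.32 (SD, n = 10 arrays) in the primary and 1.11 ± 0.32 (SD, n = 16 arrays) in the secondary infection, and the log2 difference of 0.039 did not pass the threshold (limma adjusted p = 0.75, 8 of 16 secondary arrays above the primary mean). Of the other probes, those at 0.52 (limma adjusted p = 2.7e-05) and 0.43 (limma adjusted p = 9.5e-05) passed, and those at 0.083 and -0.015 did not. The published primary profile matched the probe at 0.43 best. The published secondary profile matched the mean of the probes at 0.43 and -0.015 best. The mean of all probes gave 0.21, which passed. In the network lists, Casp2 has 9 partners in the primary and 14 in the secondary infection, of which 4 are shared.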

For Casp2, the number of linkages increased significantly during secondary infection relative to the number during primary infection. The caspase family of proteins has a dominant role in activating apoptosis [29]. Analysis of Casp2 protein interactions revealed that it interacted with Bcl2 during secondary but not primary infection (Figures 7 and 8). Bcl2 is a member of the Bcl2 family that regulates cell death by inhibiting the apoptotic process [30]. Thus, the finding that Casp2 and Bcl2 interacted during secondary infection suggests that apoptosis is suppressed during secondary infection, in contrast to the induction of apoptosis during primary infection.

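In the network lists, the pair of Casp2 and Bcl2 occurs for the secondary infection alone. The gene bcl2a had a log2 signal of 2.17 ± 0.22 (SD, n = 10 arrays) in the primary and 2.11 ± 0.32 (SD, n = 16 arrays) in the secondary infection. The log2 difference of -0.057 did not pass the threshold (limma adjusted p = 0.74, 5 of 16 secondary arrays above the primary mean), and it had the opposite sign, 0.19, in the deposited values.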

**Figure 7:**
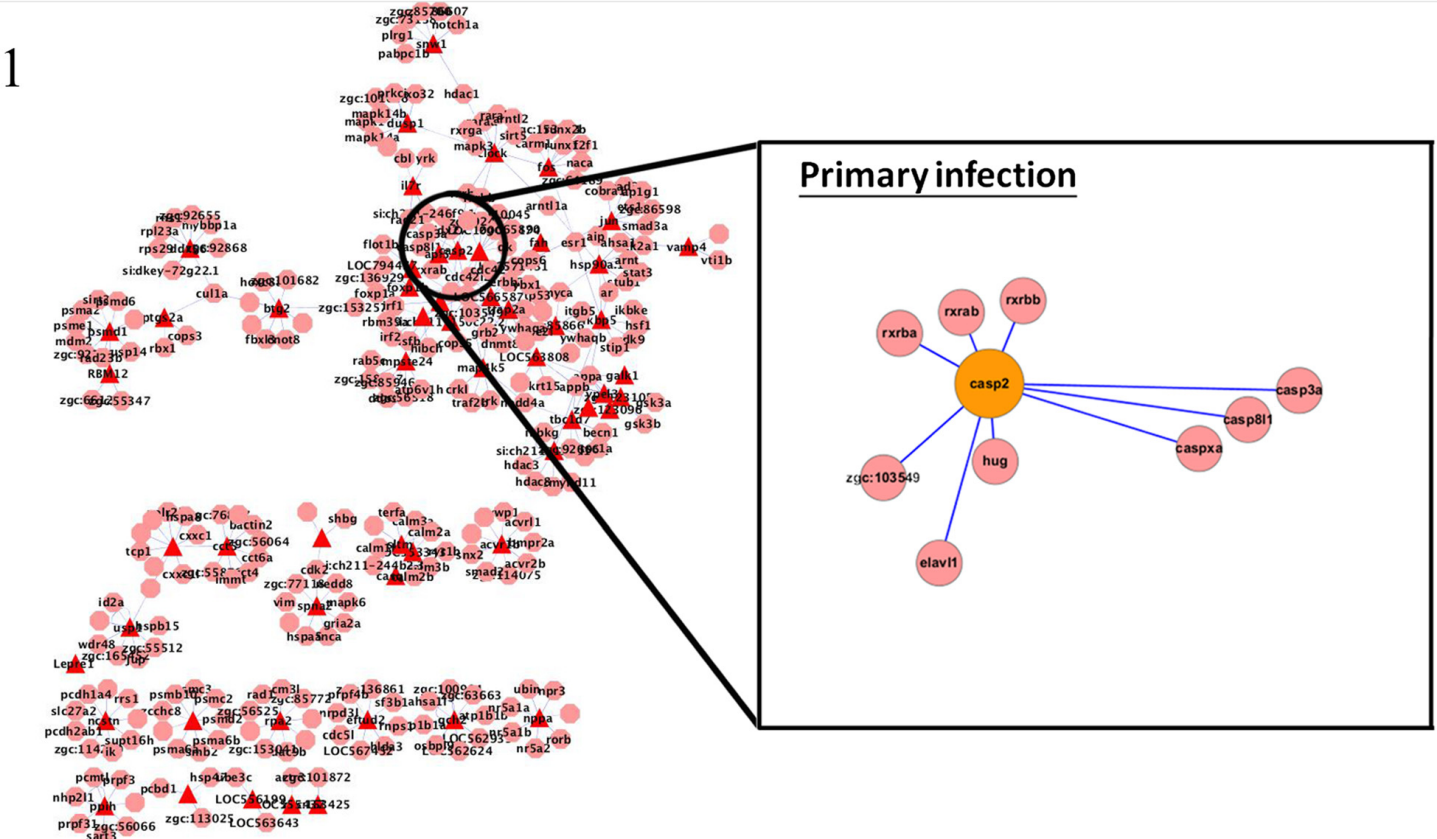
**Protein interactions of caspase 2 in primary infection.** Caspase 2 was identified to be a hub protein during both primary and secondary infection. Bcl2, an anti-apoptotic protein, did only interact with Casp2 during primary infection.

**Figure 8:**
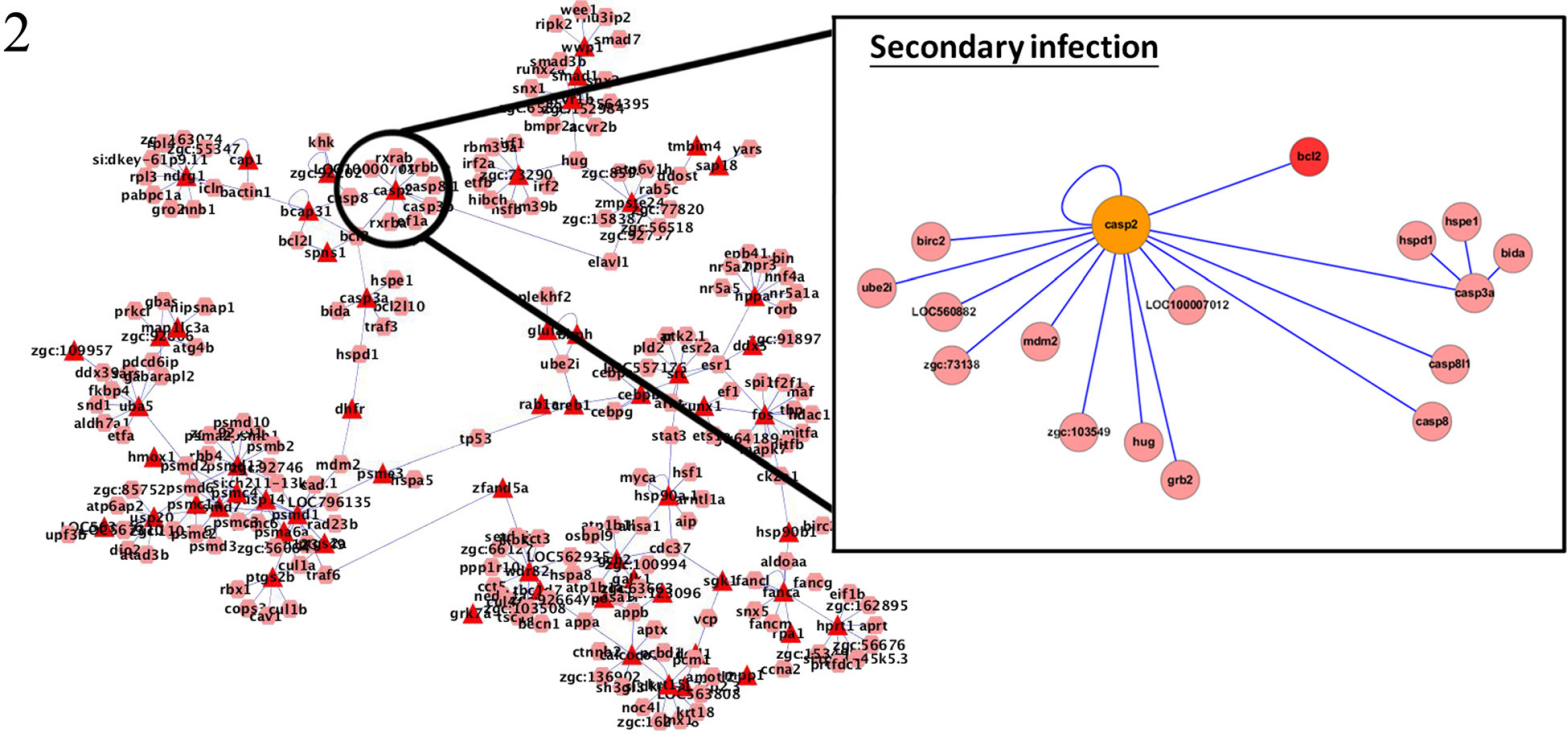
**Protein interactions of caspase 2 in secondary infection.** Caspase 2 was identified to be a hub protein during both primary and secondary infection. Bcl2, an anti-apoptotic protein, only interacted with Casp2 during secondary infection, suggesting that the apoptotic process is inhibited in secondary infection.

Acvr1b, a type 1B activin receptor, has been shown to be related to the apoptotic process in both primary and secondary infection. Activins are members of the TGF-β superfamily and are local regulators of biological processes that are associated with cell growth and differentiation [19]. The TGF-β pathway is also involved in inducing apoptosis and the SMAD family of molecules act as key signal transducers during this apoptotic process [31]. Smad7 protein was found to interact with Acvr1b during secondary but not primary infection (Figures 3 and 4). Smad7 is an inhibitory protein that interferes with the phosphorylation of pathway-restricted SMAD proteins such as Smad2 and SMAD3 by binding to type I receptors [11,32]. Therefore, the interaction between Acvr1b and Smad7 supports our observation that apoptosis is inhibited during secondary *C. albicans* infection.

Hsp90a.1, a heat shock protein, was identified to be a key hub protein in the zebrafish intracellular PPI networks. The number of its linkages increased significantly from primary to secondary infection. Hsp70 and Hsp90 directly interact with proteins regulating the programmed cell death machinery and thus block the apoptotic process [23]. The identification of Hsp90a.1 as an important protein mainly during secondary infection in our constructed network again suggests that apoptosis is inhibited during secondary infection. Furthermore, Hsp90 stabilizes the 26S proteasome (Psmd1 and Psmd13, 26S proteasome proteins that are a part of the ten hub proteins, as listed in Table 4), and thereby enables the cell to remove unwanted or harmful proteins.

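Within the secondary infection, the log2 signal of hsp90aa1.1 differed between time points (limma's moderated F-test over 8 time points, unadjusted p = 1.9e-05). It was 3.01 at 2 h, -0.94 at 18 h and 1.38 at 42 h after the second injection, against 3.10 at 14 dpi (means of 2 arrays each). As a target in the network lists, Hsp90a.1 has 9 partners in the primary and 11 in the secondary infection, with 7 shared.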

In summary, the finding that apoptotic proteins such as Casp2, Acrv1b, and Hsp90a.1 are more prominent during secondary rather than primary infection is intriguing. Increasing evidence supports that apoptosis has a crucial role in innate and adaptive immunity during infection [33-36]. Our results indicate that apoptosis was inhibited in secondary but not primary infection, suggesting that during infection, apoptosis can be adopted as an offensive or defensive strategy by the pathogen or zebrafish, respectively.

### The identification of Ncstn implies a relationship between bacteria- and fungus-induced immune responses

Ncstn, a part of the γ-secretase protein complex, was found to play a significant role during both primary and secondary infection in our constructed PPI networks. Ncstn can generate a peptide epitope that facilitates immune recognition of intracellular mycobacteria with related components of γ-secretase through MHC II-dependent priming of T cells [18]. Such pathogen recognition mechanisms are crucial to adaptive immunity in the host. 

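The log2 signal of ncstn was -4.59 ± 0.39 (SD, n = 10 arrays) in the primary and -3.56 ± 0.49 (SD, n = 16 arrays) in the secondary infection, and its probe was well above background on 9 of the primary and 16 of the secondary arrays. The log2 difference was 1.03 (standard error 0.10, limma adjusted p = 3.6e-07), with 14 of 16 secondary arrays above every primary array. The network lists give Ncstn 9 and 15 partners, with 4 shared.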

The identification of Ncstn during *C. albicans* infection of zebrafish suggests that Ncstn responds not only to bacterial infection but also to fungal infection.

Taken together, initial investigation of our constructed PPI networks for primary and secondary infection revealed that the immune responses activated after secondary infection are generally stronger. 

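Between the secondary and the primary time points, 23059 of 38871 probes differed in limma with Benjamini-Hochberg adjustment at 0.05, 14274 higher and 8785 lower in the secondary infection, and 7273 of them by a factor of 2 or more. The median over all probes tested was 0.15 log2 units higher. Both values depend on the scaling. Quantile normalization gave a median of 0.0041 and 51.4% of the called probes higher, and the deposited values, which are not scaled, a median of 0.39 and 79.1%, against 61.9% here. With the slide as a block, the alternative that moved the count most, 8623 probes passed. The 16 secondary arrays had values between -2.6 and 110.9 on the first principal component, which holds 46.9% of the variance, and the 10 primary arrays between -85.5 and -60.6. Relative to 14 dpi, the number of probes with a difference of at least 1 log2 unit that passed was 227 at 1 dpi, 18 at 2 dpi, 10 at 3 dpi and 2 at 6 dpi. It was 2993 at 2 h, rose to 8816 at 36 h and was 6273 at 42 h after the second injection. All these counts share the 2 arrays of 14 dpi.

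**Figure D3:**
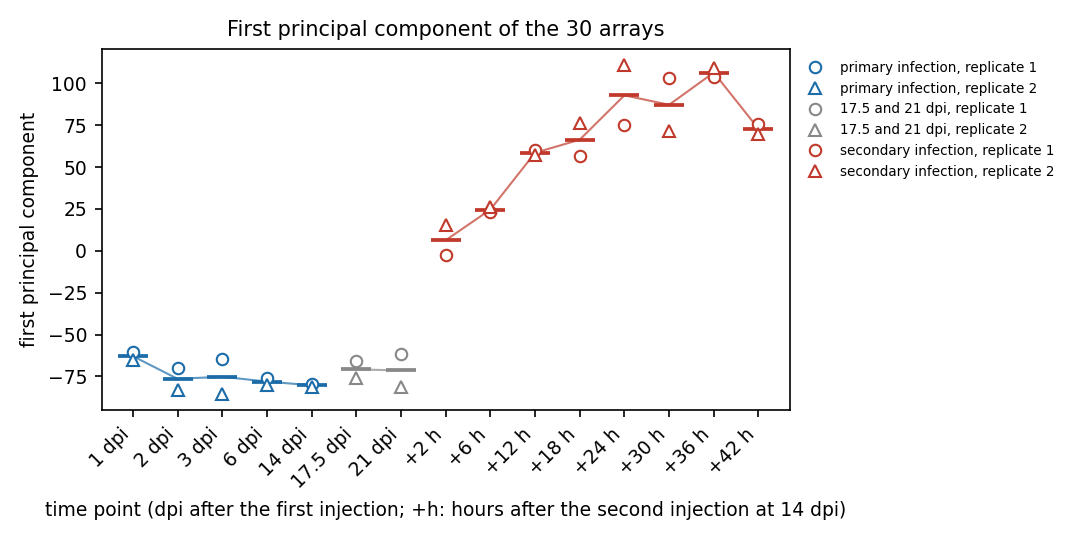
First principal component of 29215 probes well above background on all 30 arrays (vertical axis, arbitrary units) at each time point (horizontal axis). Circles are replicate 1, triangles replicate 2 and bars their mean; the arrays at 17.5 and 21 dpi (grey) lie between -81.3 and -61.7.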

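The inflammation list, fixed before the arrays were examined, had a median log2 difference of 2.11 over 39 genes between the secondary time points and 14 dpi (limma's camera, adjusted p = 1.4e-07), with 31 genes higher. On their own 30 genes passed the threshold, 25 higher and 5 lower, and 31 when adjusted over the list alone. Of members chosen after their values were seen, the list holds il1b at 5.39, mmp9 at 3.71 and cebpd at 3.30 and, with lower values, lyz at -3.30 and tlr2 at -1.46. Over all named genes, 5 rises and 5 falls were chosen by each gene's probe with the largest change, and the values given are those of the brightest probe. The rises from the primary to the secondary infection were those of csf3 (6.92), lepb (6.29, well above background on 7 of 10 primary arrays), ggt1a (6.13), c7b (5.45) and klhl38b (4.58, chosen by a probe well above background on 7 of 10 primary arrays). The falls were those of hpxa (-5.22, chosen by a probe well above background on 4 of 16 secondary arrays), si:ch211-240l19.7 (-1.58, chosen by a probe at -5.54), cbln6 (-5.04, well above background on 14 of 16 secondary arrays), cbln8 (-4.86) and c1qa (-4.81, on 15 of 16). With the slide as a block cbln6 was at -2.79 and did not pass. The second injection held the higher dose, and the secondary time points lie within 42 h of it while the primary ones lie 1 to 14 days after the first, so that dose, time and previous infection cannot be told apart in these arrays.

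**Figure D4:**
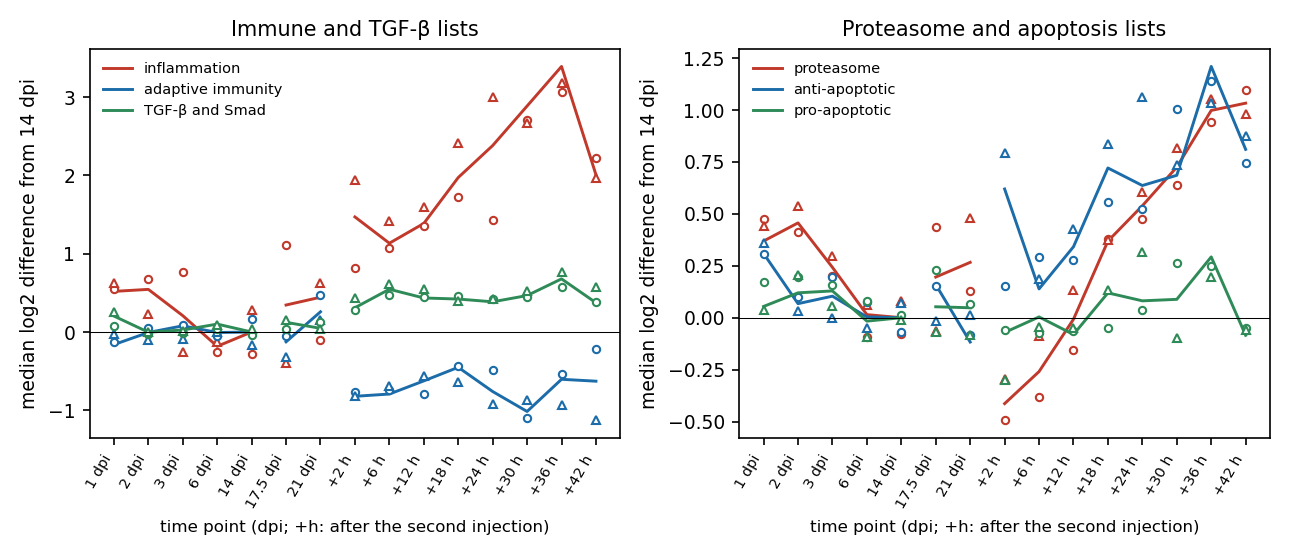
Median log2 difference from 14 dpi (vertical axes) at each time point (horizontal axes) for the inflammation, adaptive immunity and TGF-β lists (left) and the proteasome, anti-apoptotic and pro-apoptotic lists (right). Lines join the medians of the mean of both replicates, and circles and triangles are replicates 1 and 2; the inflammation list reaches 3.39 at 36 h and the proteasome list 1.03 at 42 h.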

As shown in the *in vivo* experiment, zebrafish that had been infected with 1 × 10^5^ CFU *C. albicans* have a higher survival rate and survive longer after secondary infection with a more lethal *C. albicans* dose (1 × 10^7^ CFU) compared with zebrafish without prior infection (Figure 9). Identification of the aforementioned hub proteins in our constructed zebrafish intracellular PPI networks encouraged us to explore how the zebrafish immune system responds to infection and whether the response differs in primary and secondary infection.

**Figure 9:**
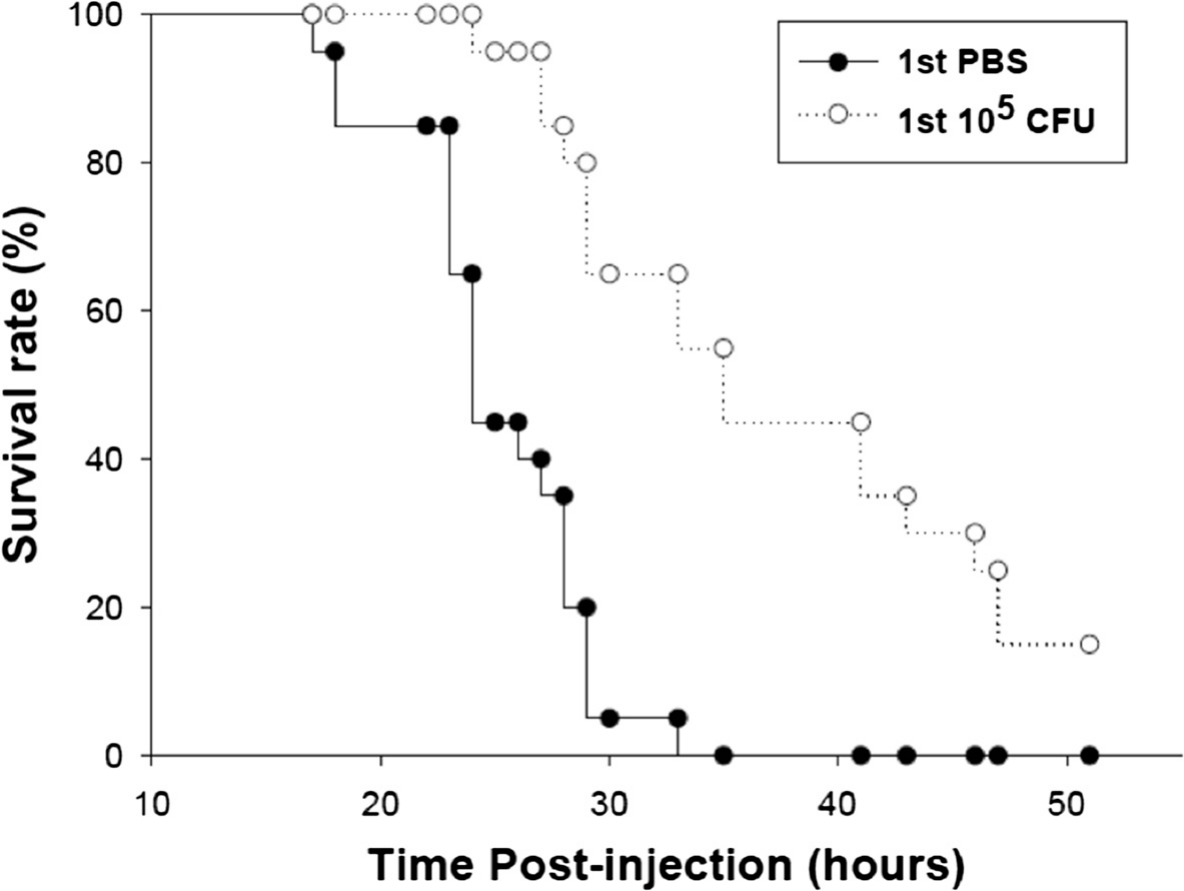
**Zebrafish that have activated the adaptive immune response have a higher survival rate following secondary high-dose infection with** ***C. albicans*** **.** This figure depicts the zebrafish survival rate versus time. In this experiment, zebrafish had been infected with a non-lethal low dose of the live yeast form of *C. albicans* (10^5^ CFU) or injected with PBS. Two weeks later, all fish were infected with a higher dose of *C. albicans* (10^7^ CFU). Zebrafish inoculated with a low dose of *C. albicans* had a survival time longer than that of the PBS group, demonstrating that zebrafish can activate adaptive immunity to defend against repeated *C. albicans* infection.

Note that our dynamic modeling approach is not free from errors. False-positive and false-negative interactions in the initial putative PPI network can affect the accuracy of our constructed network. In order to minimize the effect of false-positive interactions, we applied AIC in the last step of network construction to eliminate the false-positive interactions based on model order selection. False-negative interactions are harder to avoid since if a PPI link is missing in the initial putative network, there is no effective method to recover the link. Therefore, we used BioGRID and InParanoid7 database, the most comprehensive PPI database available, to build our initial candidate network. We understand that PPI links may still be missing in BioGRID and InParanoid7. Such error can be improved when more PPI databases are available and can be integrated to form a comprehensive initial putative network.

## Conclusion

Using dynamic modeling and time-course microarray data, we constructed intracellular PPI networks for primary and secondary infection of zebrafish with *C. albicans*. Using these PPI networks, we examined how immune responses in zebrafish are triggered against primary and secondary infection. We identified 341 and 359 intracellular PPIs in the intracellular PPI networks for primary and secondary infection, respectively. Hub proteins of each network were also identified.

By comparing the two constructed PPI networks, the ten proteins with the most significant changes in linkage between primary and secondary infection were determined. These proteins might play crucial roles in the immune response of zebrafish during infection; thus, the biological and molecular processes that these proteins play during primary and secondary infection were investigated.

TGF-β signaling and apoptosis were two of the main functional modules in primary and secondary infection. Smad7, an I-SMAD protein, was found to be important in TGF-β signaling in secondary infection only. Smad7 interferes with R-SMAD phosphorylation and thereby attenuates TGF-β signaling. Therefore, the role of Smad7 in secondary infection suggests that attenuated suppression of immune cells, which enables the adaptive immune response to defend against high-dose secondary infection. We also identified a feedback system that describes the relationship between TGF-β signaling and the immune response.

We discovered several crucial proteins (Casp2, Acvr1b, and Hsp90a.1) associated with apoptosis. As the most significant proteins in secondary infection were involved in the inhibition of apoptosis, the apoptotic process might an important mechanism in the zebrafish immune response against *C. albicans*, particularly during primary infection.

Our initial *in silico* analyses encourage further experimental investigation on the pertinent roles played by apoptosis in the innate and adaptive immune response of zebrafish. We believe that new insights revealed by our work may lead to therapeutic advances and improved design of drugs for the continuous battle against infectious diseases.

## Methods

### Zebrafish strain and maintenance

Male, wild-type AB strain zebrafish were used in the study. Zebrafish were adults approximately 9 months old and weighed 0.33–0.37 g. Fish were maintained in 10 L tanks at 28.5°C under a 14/10 h day/night cycle.

### ***C. albicans*** strain and growth conditions

The SC5314 strain of *C. albicans* was used in this study. A single colony from fresh YPD agar plates (1% yeast extract, 2% peptone, 2% dextrose, 1.5% agar) was inoculated into 5 ml YPD broth and then incubated with shaking at 180 rpm at 30°C for 24 h. Cells were harvested by centrifugation, washed once with sterile PBS or Hank’s balanced salt solution (HBSS), and then resuspended in sterile PBS or HBSS. Suspensions of *C. albicans* cells were diluted with PBS or HBSS and then injected into zebrafish.

### Infection and survival assay

Zebrafish were anesthetized by immersion in water containing 0.17 g/ml tricaine (Sigma, USA) and then intraperitoneally injected with 1 × 10^5^ (primary infection) and 1 × 10^7^ (secondary infection) colony-forming units (CFU) of *C. albicans* at day 0 and 14, respectively, by using a 26.5 gauge syringe (Hamilton Syringe 701 N). After infection, fish were immediately transferred to the tanks to recover immediately and kept in separate 10 L tanks maintained with daily water changes. The tanks were housed in an incubator with a 14/10-h day/night cycle at 28.5°C. The fish were closely monitored and mortality was determined every hour. The phenotypes of infected zebrafish, including bleeding, ulcer/lesion, and dropsy/abnormal swelling, were shown in Figure 10.

**Figure 10:**
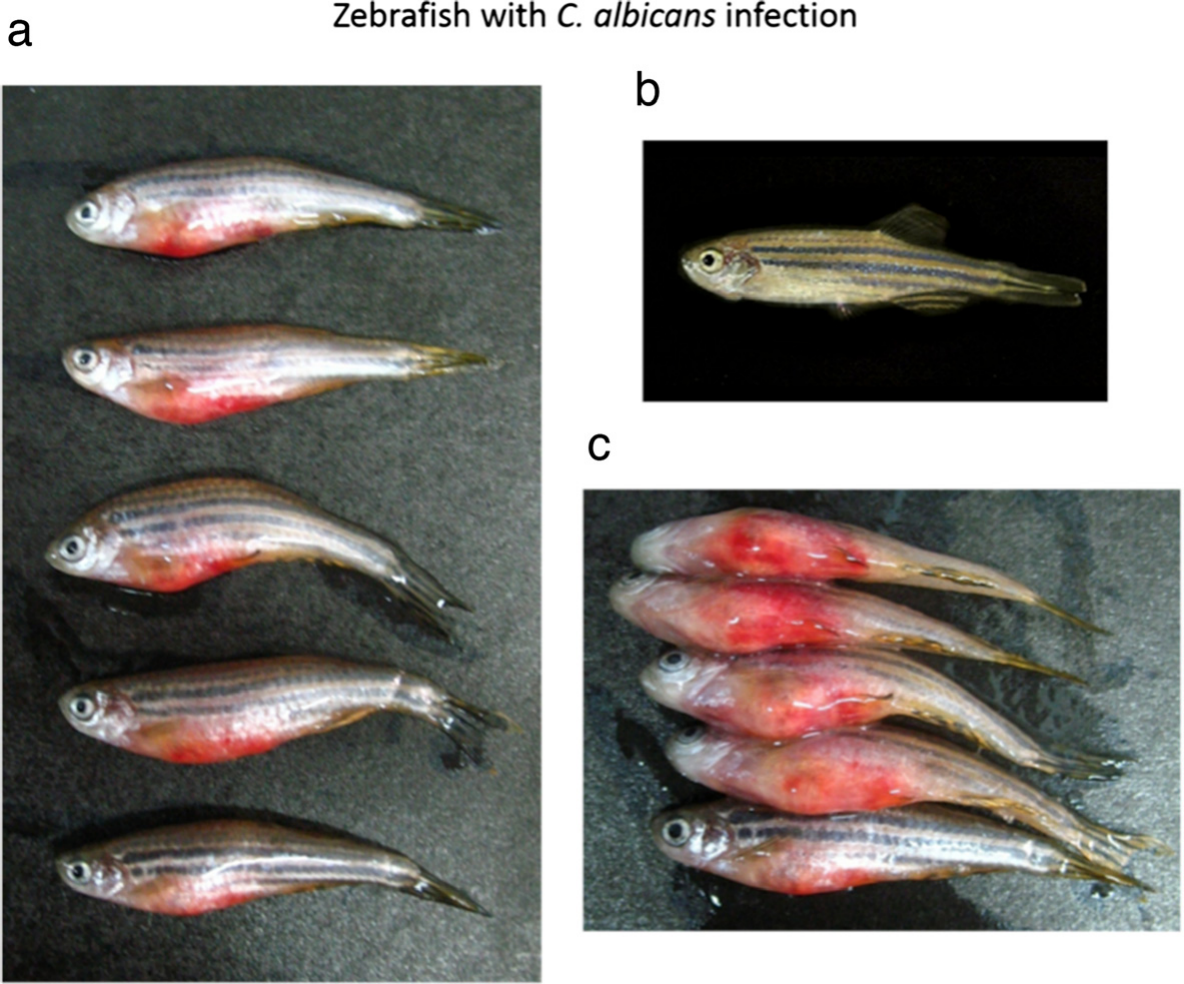
**The phenotypes of infected zebrafish during the secondary infection.** Three typical phenotypes can be observed during the secondary infection, including **a**. bleeding, **b**. ulcer/lesion, and **c**. dropsy/abnormal swelling of ventral position.

### Purification of ***C. albicans*** and zebrafish RNA

*C. albicans*-infected zebrafish were immersed in Trizol reagent (Invitrogen, USA) and then ground in liquid nitrogen using a small mortar and pestle. The ground sample was then disrupted by using a MagNALyser System (Roche) with glass beads (cat. no. G8772-100G, Sigma), and then shaken at 5,000 rpm for 15 s. After phase separation by addition of chloroform, the total RNA was purified using an RNeasy Mini Kit (Qiagen, Germany). The purified RNA was quantified at an OD of 260 nm wavelength by using an ND-1000 spectrophotometer (Nanodrop Technology, USA) and the RNA quality was analyzed using a Bioanalyzer 2100 (Agilent Technologies, USA) with a RNA 6000 Nanolabchip kit (Agilent Technologies).

### Microarray experiments

Total RNA (1 μg) was amplified using a Quick-Amp labeling kit (Agilent Technologies), and then labeled with Cy3 (CyDye, PerkinElmer, USA) during the *in vitro* transcription process. For the *C. albicans* and zebrafish arrays, 0.625 and 1.65 μg of Cy3 cRNA, respectively, were fragmented to an average size of approximately 50 to 100 nucleotides by incubation with fragmentation buffer at 60°C for 30 min. The fragmented and labeled cRNA was then hybridized to an oligomicroarray at 60°C for 17 h. The microarrays were washed, then dried by using a nitrogen gun, and then scanned for Cy3 at 535 nm by using an Agilent microarray scanner (Agilent Technologies, USA). Scanned images were analyzed by Feature Extraction 9.5.3 software (Agilent Technologies), and image analysis and normalization software were employed to quantify the signal and background intensities for each feature. Raw data were uploaded onto the NCBI GEO Database (The array data has been uploaded onto NCBI GEO database with accession number: GSE51603).

The time points of the time-course microarray data for the primary infection were 1, 2, 3, 6, and 14 days post-infection (dpi), and those for secondary infection were 14.2, 14.6, 14.12, 14.18, 15, 15.6, 15.12, and 15.18 dpi (Figure 2). Each time point consisted of two replicates with 10 zebrafish in each replica as well as the control group with comparable conditions.

While the microarray dataset presented in this manuscript was newly generated and first reported in this study, it is also a most recent report from a series of pathogen-host interaction studies completed by our research group. Routine validation assays, including histological analysis, have already been performed and reported previously to ensure the quality and reproducibility of our data (ex.[37-39]). In comparison with our published reports that were focusing on the primary infection, the results are highly consistent between the current study and our past findings.

## Additional file

Additional file 1:
**The time profile after ANOVA, PPIN list, PPIN figure and betweenness centrality of Protein-protein interaction network for primary and secondary infection.**

How the deposited data were processed for this re-analysis (not part of the article)

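Zebrafish gene expression was measured in 30 pools of whole fish (10 zebrafish per pool according to the paper) on 1-colour Agilent 4x44K arrays. The pools come from 15 time points with 2 replicates each. Of these, 5 follow the first injection (primary infection), 8 follow the second injection (secondary infection), and 2, at 17.5 and 21 dpi, are not discussed in the article and are called late time points here. The arrays lie on 8 slides with at most 4 arrays and were scanned in 3 runs. The survival experiment and the *C. albicans* arrays were not analysed here.

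Per the file headers, the authors' scanner files hold, for each spot, signal intensities from which Feature Extraction 10.5.1.1 subtracted the background and removed spatial trends within the array; the methods of the paper name another version. The authors also deposited a table with the processed signal of each spot, rounded to 3 digits and neither on a log scale nor scaled between arrays; its log2, averaged over the spots of a probe, is the alternative called the deposited values. The annotation of 4 arrays refers to an older genome build than that of the other 26, and the file of 1 array holds its values to 3 significant digits. The supplementary file of the paper holds time profiles of selected proteins and network lists with an interaction ability for each pair; 2000 of the 2312 secondary profiles were read.

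Spots of 43603 probes without controls were averaged here on the log2 scale, and each array's 75th percentile was subtracted. Probes were joined to gene symbols through the file annotation and, for 17164 probes, an accession found in the reference table, which gave 16200 distinct gene names. Of the spots of an array, 74.6% to 91.2% were well above background, and the median ratio of signal to background lay between 6.39 and 14.65, which limits what can be said of dim probes. A probe entered a test if it was well above background on both arrays of at least 1 time point. A gene with several probes is reported by the probe with the highest mean signal over all arrays.

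The programs were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Each time point was a group in limma's lmFit and eBayes. The differences over time within an infection were tested with the moderated F-test at an unadjusted p of 0.01, which is the threshold of the methods, and with Benjamini-Hochberg adjustment at 0.05. Contrasts were taken between the mean of the 8 secondary and the mean of the 5 primary time points, between the secondary time points and 14 dpi, between the late time points and 14 dpi and between the secondary and the late time points, all with Benjamini-Hochberg adjustment at 0.05. At single time points an absolute log2 difference of at least 1 was required in addition. Lists of genes of the proteasome, the immunoproteasome, apoptosis (anti-apoptotic and pro-apoptotic), inflammation, adaptive immunity, the TGF-β pathway, liver, exocrine pancreas, muscle, ovary, testis and the circadian clock were tested with camera (correlation between genes 0.01) and fry. Adjusted p values of gene lists at the claims are over 6 lists. Permutation tests used 100000 permutations or all of them where fewer exist.

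The genes named in the text are those on which the article's tables and figures rest and, for 3 contrasts, the 5 named genes with the largest rise and the 5 with the largest fall among probes past the threshold with the same direction in both replicate series. Lists, tests, this rule and most alternatives were fixed before the data were examined. Other genes are named as chosen after their values were seen. The values of 2 of the article's genes are not reported here, although counts over the article's genes include them.

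On simulated data with 200 probes changed by 2 log2 units, the moderated F-test gave 80.5% of them in the primary and 81% in the secondary design at an unadjusted p of 0.01, and 0 and 57 of them at an adjusted p of 0.05. The contrast of the secondary with the primary time points gave 192 of 200 with 11 false calls, and 163 at a change of 1 log2 unit. The contrast of the late time points with 14 dpi gave 133 and 15.

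The alternatives were quantile normalization, a normexp background with an offset of 50, the deposited unscaled values, the replicate number, the slide or the scan as a block, no filter on dim probes, only probes well above background on every array, the mean of a gene's probes, another baseline, and leaving out each array in turn. The closing section gives their effect.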

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

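The tests of the Table 4 time courses with the scan or the slide as a block and without single arrays and of the late time points without 1 array of 14 dpi were chosen after the results were seen.

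The courses of 6 genes of Table 4 differed between the infections. The log2 difference between the change from 2 to 42 h after the second injection and the change from 1 to 14 dpi was 2.78 for psmd13, 2.65 for psmd1, 1.67 for acvr1ba, 1.03 for ncstn, 0.93 for zmpste24 and -2.72 for hsp90aa1.1 (limma, adjusted over the list alone, p from 6.7e-05 to 0.048). Adjusted over all probes, psmd13, psmd1 and hsp90aa1.1 passed. With the scan as a block 5 of the 6 genes passed, which argues against the scan as their cause. For 1 gene, acvr1ba (1.46), it did not pass, and the scan and a difference between the infections cannot be told apart. With the slide as a block psmd13, psmd1 and hsp90aa1.1 passed and acvr1ba changed sign (-0.21), and the same 3 passed when replicate 1 of 1 dpi, replicate 2 of 14 dpi or replicate 1 of 42 h was left out, so the slide and single arrays stay open for ncstn, acvr1ba and zmpste24. These 3 genes also depended on the processing. With the normexp background acvr1ba did not pass, in the deposited values ncstn did not, and without the filter on dim probes zmpste24 did not. In each of these settings psmd13, psmd1 and hsp90aa1.1 passed. The 2 courses also differ in their length, in the dose and in the hours since the injection. The paper's genes were chosen on these arrays, so that a response to previous infection was not tested.

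The late arrays at 17.5 and 21 dpi differed from 14 dpi in 150 of 39027 probes (117 higher, 33 lower, 97 named genes). The paper does not report on these arrays, and their labels name no second injection. Over all probes the differences of the 2 replicate series had r = 0.13. At single time points, with a log2 difference of at least 1 required in addition, 16 probes passed at 17.5 dpi and 515 at 21 dpi. Both of these counts share the 2 arrays of 14 dpi. Named genes were chosen by the probe with the largest change, and the values given are those of the brightest probe. Among the rises these were fbxo32 (4.59), klhl38b (2.49, chosen by a probe that is not well above background at 14 dpi), calcoco1b (3.30), dusp27 (3.17) and ankrd9 (2.91, chosen by a probe at 3.10). Among the falls they were ahsg2 (-2.57), si:dkey-12e7.4 (-2.34, well above background on 2 of 4 late arrays), gnal (-0.93) and si:dkey-65l23.2 (-1.68), chosen by probes well above background on 3 and 2 of 4 late arrays and not past the threshold on their brightest probe, and pip4k2aa (-1.89). In the deposited values ahsg2 (-2.35) and pip4k2aa (-1.68) did not pass. Under quantile normalization pip4k2aa (-1.90) did not pass either. Without replicate 1 of 14 dpi 25 probes passed and without replicate 2 of 14 dpi 66, against 75 without replicate 1 of 21 dpi and 259 without replicate 2 of 17.5 dpi. The first 2 counts rest on a single array at 14 dpi, which is assumed to vary like the other groups, so an unusual array of 14 dpi and a change with time cannot be told apart. The description of the series can also be read as giving these fish both injections, so that a change with age, clearance of the infection and a second injection were not separated or tested.

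The median of the TGF-β list on the replicate 2 array of 1 dpi was 0.25 relative to 14 dpi, farther from the other 9 primary arrays than the spread among them. Of 28 groups of arrays examined in this way 1 stood out, and chance gives about 1 in 20. Neither a technical nor a biological explanation was tested for this array.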

How the results depend on the processing

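The alternatives for the time points against 14 dpi, the Table 4 courses and the 24 h component, and the scan as a block, were chosen after the data were seen.

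The inflammation list (1.72 to 2.45 under the alternatives, 1.60 to 2.47 without 1 array) and the TGF-β list (0.36 to 0.79, and 0.43 to 0.47) kept their direction and their side of the threshold under every scaling, block, filter and baseline tried and without any 1 array. The anti-apoptotic list (0.46 to 1.03, and 0.64 to 0.72) kept its direction, but against the primary mean it passed in limma's camera only when adjusted over 6 lists (adjusted p = 0.0498) and not over all 13 (0.0518). The ratio of the 24 h component was 12.8 to 17.6, and 12.0 to 18.4 without 1 array. The adaptive list passed under the alternatives (-0.88 to -0.43), and ranged from -0.97 to -0.48 without 1 array, where it no longer passed without replicate 1 of 14 dpi. The scan as a block gave 15776 probes against 14 dpi.

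Fewer probes passed with the slide as a block: 8623 between secondary and primary, 3975 against 14 dpi, 3912 against the late time points, a median of 1683.5 at single secondary time points (5948 without the block) and 1762 among the secondary time points, but 1037 among the primary ones. Table 4 gave 3 genes, the smad7 difference of 0.57 no longer passed and its slope was -0.058; tfap2a (-0.019) changed sign. The block takes 7 of 13 residual degrees of freedom and raises the median standard error 2.83 times. Neighbouring time points of a series share slides, and only slides 3 and 5 hold both primary and secondary arrays. The slide is thus partly confounded with time and infection, and beyond this the cause was not tested.

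In the deposited values 2332 secondary and 62 late probes passed, and the smad7 slope of 0.51 did not pass. There bcl2a (0.19), cct5 (0.12), hspd1 (0.24) and wdr82 (0.023) changed sign. Of these, wdr82 had passed the threshold in the main analysis, with a log2 difference of -0.22 (limma adjusted p = 0.012). The deposited values carry the shift between arrays. Quantile normalization reversed clocka (-0.22) and smad3b (-0.021), the normexp background clocka (-0.10) and the mean of probes hspd1 (0.071); the cause was not tested, and these genes were not past the threshold.

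The replicate number as a block gave 253 late probes and 24687 between secondary and primary. Over all pairs of time points the correlation of the replicate differences was -0.081 to 0.42 (median 0.14; above 0.1 in 77); the replicate number and the scan are confounded and cannot be told apart. Fitting all 30 arrays together gave 941 primary probes at the unadjusted threshold and 138 after Benjamini-Hochberg adjustment. By construction, Benjamini-Hochberg adjustment gave 1 primary and 2474 secondary probes, genes counted once 367 and 2432, and the linear scale a smad7 rise of 109.6%.

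The pro-apoptotic list was -0.020 both without the filter on dim probes and with probes well above background on every array, passed under fry at 0.072, and ranged from -0.074 to 0.12 without 1 array, negative without either array of 14 dpi. Against the primary mean the proteasome list was 0.090. Adjusted over all lists, it did not pass in limma's camera (adjusted p = 0.097) and passed in fry (adjusted p = 0.019). The list's own levels at 1 to 3 dpi lie above 14 dpi. For Table 4, requiring probes well above background on every array gave no value.

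Without 1 array, the count against 14 dpi ranged from 7150 (without replicate 2 of 14 dpi; 7349 without replicate 1) to 13005, the late count from 25 to 259, Table 4 from 3 (without replicate 1 of 1 dpi, replicate 2 of 14 dpi or replicate 1 of 42 h) to 6 and the slope from 0.39 to 0.58, not past the threshold without replicate 1 of 2 h (0.39) or either replicate of 36 h (0.47 and 0.42). Signs changed for bcl2a (-0.12 to 0.0020), casp2 (-0.015 to 0.092), clocka (-0.025 to 0.16), creb1a (-0.0065 to 0.057) and hspd1 (-0.10 to 0.085). The cause was not tested.

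Over 71 results for single genes and networks and 2141 values, 2065 kept direction and side of the threshold. Of the others, 32 no longer passed (13 with the slide as a block), 18 passed in addition and 24 changed sign. Most of the 2141 values, 1730, come from fits without 1 array, which change little, and 1693 of these were kept. With the slide as a block 51 of 65 were kept, and in the deposited values 57 of 65. Counting all proteins of the network lists gave 324 and 352. Probes near background, in arrays with 74.6% to 91.2% of spots well above it, are the limit for genes such as clocka.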

Differences from the paper's values

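No alternative in this part was chosen after the data were seen.

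The paper's number of differentially expressed proteins in the secondary infection is 1284, and here 4056 probes (2432 named genes) passed the same unadjusted threshold. Probes and proteins are unlike units. Of the alternatives set before the data were examined, the slide as a block (1762) lies within 1.5 times the paper's number. The same setting moves the primary count away from the paper's 422, to 1037 against 619 without it, and it leaves 4 residual degrees of freedom in the secondary and 1 in the primary fit. Those that do not are quantile normalization (4267), the normexp background (4475), the deposited values (2332), the replicate number as a block (5037), no filter on dim probes (3888), probes well above background on every array (4075), the plain one-way test (3611), all 30 arrays in 1 fit (4871), Benjamini-Hochberg adjustment (2474) and genes counted once (2432). The plain one-way test with Benjamini-Hochberg adjustment, which is not among these alternatives, gave 1599 secondary probes, nearer to the paper's 1284. The same combination gave 0 primary probes, against the paper's 422. The supplementary time profiles, titled as following the ANOVA, number 420 for the primary and 2312 for the secondary infection. Named genes lie near these numbers, with 367 and 2432 in the moderated test and 456 and 2318 in the plain one-way test. The paper also gives 420 and 2312 as its numbers of candidate interactions, so how they relate to 422 and 1284 is open.

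The network lists of Additional file 1 differ from 2 tables of the paper; the alternatives do not apply to these counts. For Loc553343 the paper's Table 4 gives 7 changed partners and the lists give 3. For the paper's Table 2, the paper's degrees and those of the lists are 10 and 16 for Ndrg1, 9 and 15 for Ncstn, 9 and 16 for Acvr1b, and 8 and 13 for Usp14. These count the partners of a protein as a target. The other 6 of 10 degrees in that table, and all 10 in Table 1, lie within 1.5 times; counted in either role, the 19 pairs of Psmd13 do not (the paper gives 11).

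The paper's Table 2 places Psmd1 first by degree; in the list for the secondary infection, psmd13, ndrg1 and acvr1b have 16 partners each as targets and psmd1 has 15. Counted in either role, as target or partner, psmd13 has 19 pairs, psmd1 18 and ndrg1 and acvr1b 16 each. The legend of Figure 7 places the interaction of Bcl2 with Casp2 in the primary infection, and the paper's text places it in the secondary infection; the lists hold this pair for the secondary infection alone. The closing text of the paper gives another number of interactions for the secondary infection than its results do; the list holds 385 pairs.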

Other observations

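The tests of the time of day at single secondary time points, of the hour of sampling at 14 dpi, of the interaction abilities, of the published level shift, of the averaging of probes, of lower shares of muscle and exocrine pancreas and of the scan as a block were chosen after the results were seen.

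The large difference between the secondary and the primary time points was set against technical explanations. Among 100 splits of the 26 arrays into groups of 16 and 10, 1 gave as many probes, the real one (22417 probes against at most 33 in another split), so that chance can be excluded. The same holds for the secondary against the late time points, with 1 of 100 splits, the real one (15957 against at most 4702). With the slide as a block 96.0% of the called probes kept their sign and 8623 passed, as the residual degrees of freedom fell from 13 to 6 and the median standard error became 2.83 times as large. With the scan as a block 22457 probes passed, which argues against the scan as the cause; replicate 1 of every time point was scanned in 1 run, and over all probes the differences of the 2 replicate series had r = 0.87. The smallest number of probes that differed from 14 dpi over the 8 secondary time points was 2993, which argues against the time of day as the whole cause. Tissue shares were examined with lists fixed in advance. Relative to the primary time points, the liver list had a median of -1.15, and 7 of its 19 genes rose while 12 fell. Relative to 14 dpi its median was -2.17 at 36 h after the second injection. The expression per cell can change as well as the share of a tissue. These counts therefore do not decide on a lower share of liver, which stays open. The exocrine pancreas list had a median of -0.49 (14 of 14 genes lower) and the muscle list -0.41 (17 of 18 lower). Relative to 14 dpi these lists were at -0.43 and -0.60 at 3 dpi, where 10 probes differed, and at -0.40 and -0.18 at 2 h after the second injection, where 2993 did, which argues against lower shares of muscle and exocrine pancreas as the whole cause. At 42 h the lists were at -2.05 and -1.49, and a part of lower shares in the later changes was not tested. Apart from tissue shares, which stay open as a part of the cause, what remains is a difference between the infections. In it the dose, the previous infection and the hours after injection cannot be told apart, since no array has the high dose alone. A response to the second injection may be 1 of these, as a hypothesis.

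Relative to 14 dpi, 12680 of 38871 probes differed (7440 higher, 5240 lower; 82.5% higher in the deposited values against 58.7% here). Named genes were chosen by the probe with the largest change, and the values given are those of the brightest probe. Among the rises these were klhl38b (5.82, chosen by a probe that is not well above background at 14 dpi), lepb (6.59, well above background on 1 of 2 arrays at 14 dpi), fbxo32 (6.60), c7b (6.58) and csf3 (6.28). Among the falls they were hpxa (-5.92, chosen by a probe well above background on 4 of 16 secondary arrays), cbln6 (-5.78, 14 of 16), fhl5 (-5.43, 13 of 16), cyp2ad2 (-5.28, 15 of 16) and zgc:123284 (-5.27). With the slide as a block cbln6 (-1.53) and hpxa (-5.67) did not pass. Relative to the late time points, 17699 probes differed, 10206 of them higher.

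Genes of the circadian list varied with a 24 h cycle among the secondary arrays. An unadjusted p below 0.05 was found for 23 of 27 genes of the list and for 906 of 15658 genes in all (5.79%), a ratio of 14.7, with 87 genes past Benjamini-Hochberg adjustment. Of the 3103 named calls among the secondary time points, 16.1% carried such a component, against 5.79% of all genes. How often this test misses a 24 h cycle was not simulated, so the time of day stays open for the other calls. Medians of the circadian list were 0.012 against the primary time points, those of the ovary list -0.039 and those of the testis list -0.27.

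The profile of the circadian genes at 14 dpi had a correlation with 1 to 6 dpi between -0.049 and 0.59 (median 0.40), while the profiles of 1 to 6 dpi had correlations of 0.49 to 0.93 among themselves (median 0.77). Of 10000 random lists of as many genes, 201 had a gap as large. The gap was 0.19 in replicate 1 and 0.46 in replicate 2. Another hour of sampling at 14 dpi and a change with the days after injection cannot be told apart, since no hour of sampling is known.

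The labels give male fish. The median level of the ovary list lay between -4.74 and -3.56 over the arrays, with a gap of at most 0.48 between replicates. Single genes moved more, among them vtg5, vtg1 and zp2.1, which were well above background on 24, 12 and 4 of 30 arrays, so that the size of their gaps is not known. At no time point did more than 5 of the 22 genes differ by more than 1 log2 unit in the same direction. A female fish in a pool and other variation of single genes cannot be told apart. The testis list lay between -1.99 and 0.81, with a gap of at most 2.22, and no explanation was tested for it.

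In the network lists, the largest of a target's abilities rises with its number of partners by construction: the Spearman correlation was 0.757 over 57 targets of the primary and 0.690 over 90 targets of the secondary infection, and with the abilities shuffled over all pairs 11 and 1477 of 10000 shuffles gave as much. The median absolute ability of a target, which does not rise by construction, rose as well, with a correlation of 0.668 and 0.562 (permutation test, p = 1e-05 each, the smallest that 100000 permutations can give). The primary series has 5 time points and 34 of 57 targets have more partners, the secondary series 8 time points and 15 of 90. The median ability of these targets was 1.82 against 0.139 for the others in the primary and 0.835 against 0.0699 in the secondary network (medians over targets). More partners than the time points can resolve may be a source of the large abilities. The pairs of acvr1b with smad2, smad3b and smad7 in the secondary network are among them, with 1.23e+11, 3.94e+10 and -8.98e+09.

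The published profiles differ in level from the scaled values by 10.1 in the primary and 10.6 in the secondary table, on average over time points, which is 0.47 higher in the secondary table; measured from the deposited values the difference is 0.23. A shift between arrays that was kept in the published values is a candidate explanation.

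The published secondary profile of psmd13 lies within a root mean square of 0.10 of the mean of its 2 probes, which differ by up to 9.57 log2 units, and 4.71 from the nearest single probe. Over the genes with more than 1 probe, 12 of 14 secondary profiles matched the mean of 2 probes best, and 1 of 11 primary ones. In the published profiles psmd1 and psmd13 are lower in the secondary infection, by -1.37 and -4.22, and averaging of probes of unlike brightness may be the source of this.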
